# Fascin actin-bundling protein 1 regulates non-small cell lung cancer progression by influencing the transcription and splicing of tumorigenesis-related genes

**DOI:** 10.7717/peerj.16526

**Published:** 2023-12-05

**Authors:** Qingchao Sun, Ruixue Liu, Haiping Zhang, Liang Zong, Xiaoliang Jing, Long Ma, Jie Li, Liwei Zhang

**Keywords:** FSCN1, NSCLC, Transcription, RNA-binding protein, Alternative splicing

## Abstract

**Background:**

High mortality rates are prevalent among patients with non-small-cell lung cancer (NSCLC), and effective therapeutic targets are key prognostic factors. Fascin actin-bundling protein 1 (FSCN1) promotes NSCLC; however, its role as an RNA-binding protein in NSCLC remains unexplored. Therefore, we aimed to explore FSCN1 expression and function in A549 cells.

**Method:**

We screened for alternative-splicing events and differentially expressed genes (DEGs) after *FSCN1* silence *via* RNA-sequencing (RNA-seq). FSCN1 immunoprecipitation followed by RNA-seq were used to identify target genes whose mRNA expression and pre-mRNA alternative-splicing levels might be influenced by FSCN1.

**Results:**

Silencing *FSCN1* in A549 cells affected malignant phenotypes; it inhibited proliferation, migration, and invasion, and promoted apoptosis. RNA-seq analysis revealed 2,851 DEGs and 3,057 alternatively spliced genes. Gene ontology-based functional enrichment analysis showed that downregulated DEGs and alternatively splicing genes were enriched for the cell-cycle. FSCN1 promoted the alternative splicing of cell-cycle-related mRNAs involved in tumorigenesis (*i.e.*, *BCCIP*, *DLGAP5*, *PRC1*, *RECQL5*, *WTAP*, and *SGO1*). Combined analysis of FSCN1 RNA-binding targets and RNA-seq data suggested that FSCN1 might affect *ACTG1*, *KRT7*, and *PDE3A* expression by modulating the pre-mRNA alternative-splicing levels of *NME4*, *NCOR2*, and *EEF1D*, that were bound to long non-coding RNA transcripts (*RNASNHG20*, *NEAT1*, *NSD2*, and *FTH1*), which were highly abundant. Overall, extensive transcriptome analysis of gene alternative splicing and expression levels was performed in cells transfected with FSCN1 short-interfering RNA. Our data provide global insights into the regulatory mechanisms associated with the roles of FSCN1 and its target genes in lung cancer.

## Introduction

Lung cancer is the leading cause of cancer-related deaths worldwide (Cao & Chen, 2019), and its incidence is continually increasing. Only 25% of patients with non-small-cell lung cancer (NSCLC) undergo early-stage radical surgery, but only 50–70% of them have a 5-year survival rate (Oliver, 2022). Half of patients with NSCLC experience relapse due to resistance to chemotherapy (Nooreldeen & Bach, 2021). The early diagnosis of patients with NSCLC, as well as the assessment of their chemosensitivity or radiosensitivity, requires urgent improvement. Exploring the molecular mechanisms underlying NSCLC development could help identify novel therapeutic targets and support NSCLC molecular diagnosis and the development of targeted therapeutics.

There are approximately 1,914 human RNA-binding proteins (RBPs) that function as protein-coding genes (Neelamraju, Hashemikhabir & Janga, 2015). RBPs regulate almost every step of RNA expression and help maintain cellular homeostasis (Matia-González, Laing & Gerber, 2015). Numerous studies have confirmed that RBPs regulate the expression and function of oncogenes and tumor suppressor genes by mediating RNA modification in different types of tumor progression (Lujan, Ochoa & Hartley, 2018). The overexpression of fascin actin-binding protein 1 (FSCN1) has been associated with tumor malignant phenotypes (Liu et al., 2021). A recent study on esophageal cancer reported that FSCN1 may function as an RBP; FSCN1 binding to the PTK6 mRNA precursor was found to inhibit PTK6 transcription (Cai et al., 2022). The molecular mechanism(s) underlying the role of FSCN1 as an RBP in NSCLC remains unknown.

Therefore, we aimed to explore FSCN1 expression and function in A549 cells. Specifically, we silenced *FSCN1* in A549 cells, which inhibited proliferation, invasion, and migration, and promoted apoptosis. High-throughput RNA-sequencing (RNA-seq) was performed to identify differentially expressed genes (DEGs) and alternatively splicing genes (ASGs) after FSCN1 knockdown, and the associated pathways were explored. iRIP-Seq data showed that FSCN1 performs specific functions together with significant long noncoding RNAs (lncRNAs). We also performed association analysis between FSCN1 binding target RNA and RNA-Seq to identify genes and alternative splicing levels that FSCN1 binds and regulates. In this study, FSCN1 was regarded as an RBP and a breakthrough point to explore the possible role of FSCN1 in gene transcription and alternative splicing (AS), thereby providing insight into the future diagnosis and treatment of NSCLC.

## Materials & Methods

### FSCN1 expression in tumor samples

We used Gene Expression Profiling Interactive Analysis (GEPIA2) and Kaplan–Meier (K–M)-plotter web-based tools to analyze *FSCN1* expression, disease-free progression, and overall survival based on the public database, The Cancer Genome Atlas (TCGA). Patient information used in this study was pathologically staged according to the TNM staging of the eighth edition of the American Joint Committee on Cancer (AJCC). The correlation between the tumor stage and FSCN1 expression was evaluated.

### Cell culture

A549-1, A549-2, HTR-8, and Huh7 cells were purchased from ProCell Life Science & Technology Co., Ltd. (Jiangsu, China) and cultured in Ham’s F-12K (ProCell Life Science & Technology) medium containing 1% streptomycin/penicillin (HyClone, Logan, UT, USA) and 10% fetal bovine serum (FBS) (Gibco, Shanghai, China). The cells were incubated at 37 °C in an incubator containing 5% CO_2_ with 85–90% humidity. A Mycoplasma Detection Kit (MD001; Shanghai Yise Medical Technology Co., Ltd., Shanghai, China) was used to assess the presence of mycoplasma contamination in A549 cells. The background expression of *FSCN1* in A549 cells was evaluated using western blotting.

### A549 cell plasmid transfections

A549 cells were transfected at the logarithmic growth phase and the degree of confluence ranged from 60–70% in 12-well plates. The FSCN1-specific siRNA were siFSCN1-1926 (5′-GAGCCUUAUUUCUCUGGAATT- 3′), siFSCN1-1122 (5′-GAAUGCCAGCUGCUA CUUUTT- 3′), and siFSCN1-556 (5′-GUCAACAUCUACAGCGUCATT- 3′); the scramble siRNA (NC) was siNegative (5′-UUCUCCGAACGUGUCACGUTT- 3′). We performed transfection using Lipofectamine™ RNAiMAX Transfection Reagent (13778030; Invitrogen, Waltham, MA, USA) according to the manufacturer’s protocol. All transfected cells were collected at 48 h for subsequent experiments.

### RT-qPCR validation of FSCN1 silencing in A549 cells

We extracted total RNA from A549 cells according to the TRIzol manufacturer’s protocol and tested RNA quality and quantity using the ultra-micro spectrophotometer (NanoPhotometer N50; Implen, München, Germany). RNA was reverse transcribed using HiScript III RT SuperMix for qPCR (+gDNA wiper; R323-01; Vazyme, Xuanwu Qu, China). cDNA was used as the template. RT-qPCR analysis was conducted on the Bio-Rad S1000 with Hieff™ qPCR SYBR® Green Master Mix (Low Rox Plus; Yeasen, Shanghai, China) with heating to 94 °C for 15 s and 40 cycles of 94 °C for 5 s and 58 °C for 34 s. The mRNA level of each target gene was normalized to the glyceraldehyde-3-phosphate dehydrogenase (GAPDH) mRNA level using the 2 − ΔΔCT method (Livak & Schmittgen, 2001). Expression differences were analyzed using a paired student’s *t*-test with Prism (version 8.0; GraphPad, La Jolla, CA, USA). Details of the primers and samples are listed in Tables S1 and S2.

### Western blot assay to assess FSCN1 expression

A549 cells were lysed in ice-cold RIPA buffer (Proteintech, China) supplemented with a protease inhibitor cocktail (Roche, Basel, Switzerland) and incubated for 30 min. The protein concentration of the extracted A549 cells was determined according to the instructions of the BCA protein quantification kit (Solarbio, Beijing, China). Subsequently, the samples were loaded at different concentrations (20 µg per well). The samples were boiled in water with protein loading buffer (Solarbio) for 10 min. All target protein samples were resolved by constant pressure electrophoresis (60 V for 30 min, 120 V for 60 min) in 10% sodium dodecyl sulfate-polyacrylamide gel and transferred to 0.45-mm polyvinylidene fluoride (PVDF) membranes (Millipore, Burlington, MA, USA) under a constant current (0.35–0.45 A). The PVDF membrane was washed with TBST for 10 min, and then sealed with 5% BSA for 2 h on a shaker and incubated for 2 h at 26 °C with a mouse anti-FSCN1 antibody (1:2000; ABclonal, China) or a rabbit anti-GAPDH antibody (1:2000; Proteintech, Rosemont, IL, USA). PVDF membranes were then washed with TBST thrice (5 min each time) and incubated with a horseradish peroxidase-conjugated secondary antibody (anti-rabbit, 1:7000, Proteintech; anti-mouse, 1:7000, ABclonal) for 45 min at 26 °C. Finally, the PVDF membrane was placed in enhanced ECL reagent (P0018FM; Beyotime, China) and the protein signals were detected using chemiluminescence (5200; Tanon, Shanghai, China).

### CCK-8 assay

We used CCK-8 (Yeasen) to conduct cell viability assays. In summary, control and experimental cells were treated accordingly, and vials without cells were used as blank controls. A549 cells were resuspended in medium and seeded at a density of 5,000 cells/well in 96-well plates. Following culture for 0, 24, 48, or 72 h at 37 °C and 5% CO_2_, 10 µl CCK-8 solution was added to the medium at the corresponding time points, and the cells were incubated for 2 h. Optical densities (ODs) were measured at 450 nm using a microplate reader (Biotek, Winooski, VT, USA).

### Apoptosis assay

Apoptosis was detected *via* flow cytometry (FCM). A549 cells were transfected with a siRNA for 48 h. We used an Annexin V-APC/7-ADD Apoptosis Detection Kit (Yeasen). Then, 5 µl Annexin V-APC solution was added to the treated and control cells, which were incubated at 26 °C in the dark for 5 min. The treated and control cells were mixed with 5 µl 7-AAD reagent and incubated again for 5 min. More than 10,000 cells were analyzed through FCM (FACSCanto; BD Biosciences).

### Cell migration assay

Cells (4 × 10^4^) were added to 200 µl 0% FBS medium un Transwell chambers with 8-µm filters (Corning, Corning, NY, USA). The chambers were inserted into 600-µl medium in the lower chamber containing 10% FBS. Three replicates were set up for each group and incubated for 24 h at 37 °C and 5% CO_2_. Migrated cells in the lower chamber were fixed for 20 min in 4% paraformaldehyde (Beyotime, Jiangsu, China), stained with 0.1% crystal violet (Beyotime), washed with PBS three times, and air dried in an ultra-clean chamber. Finally, cells were counted under an inverted microscope (MF52-N; Mshot, Guangzhou, China) at 200 × magnification.

### Cell invasion assay

The Transwell chambers with 8 µm filters were precoated with 100 µl of Matrigel (diluted 1:8 in 0% FBS medium; BD Biosciences, Franklin Lakes, NJ, USA) and incubated for 1 h at 37 °C and 5% CO_2_. Subsequently, 1.2 × 10^5^ cells were added to 200 µl 0% FBS medium to Transwell chambers. The chambers were inserted into 600 µl medium in the lower chamber containing 10% FBS. The chambers were incubated for 24 h. Cells remaining on the upper membrane surface were removed, and the invasive cells were counted under an inverted microscope (MF52-N; Mshot) at 200 × magnification.

### RNA-seq

Total RNA was extracted from A549 cells using the TRIzol Reagent (Invitrogen) as described by Chomczynski & Sacchi (2006). DNase I was used to digest DNA. RNA integrity was verified using 1.5% agarose gel electrophoresis. The RNA samples were quantified using a Qubit 3.0 instrument with the QubitTM RNA Broad Range Assay Kit (Life Technologies).

RNA-seq libraries we prepared using total RNA (2 µg) and the KCTM Stranded mRNA Library Prep Kit for Illumina (Wuhan Seqhealth, Wuhan, China). PCR products (200–500 base pairs [bp]) were applied to the NovaSeq 6000 sequencer (Illumina) using the PE150 model. PE150 represents the sequencing read length of 150 bp at both ends. Our sequencing depth is >10 G (sequencing volume 10–13 G), which can cover the human transcriptome in a relatively saturated way.

### Filtering and aligning raw RNA-seq data

Raw reads containing more than two “Ns” were discarded. Adaptors and low-quality bases were trimmed from the raw sequencing reads using the FASTX Toolkit (version 0.0.13). Reads below 16 nt in length were also excluded. Subsequently, clean reads were aligned to the GRCh38 genome using HISAT2, allowing for four mismatches (Kim, Langmead & Salzberg, 2015). Uniquely mapped reads were used to count gene reads and fragments per kilobase (kb) of transcript per million fragments mapped (FPKM) values (Trapnell et al., 2010). The replication and experimental power were calculated using the RNASeqPower package in R. The final power value of 0.97 was used to detect a two-fold expression.

### DEG analysis

We used the package DESeq2 to model the raw reads and the scale factor to account for library depth differences. DESeq2 can analyze the differential expression between two or more samples (cutoff criteria: *P* < 0.05; fold-change [FC] of >2 or <0.5) (Love, Huber & Anders, 2014).

### Alternative-splicing analysis

ABLas (Xie et al., 2011; Jin et al., 2017) was used to detect the types of alternative splicing events (ASEs) based on splice-junction reads. Unpaired two-tailed student’s *t*-test was performed to assess RBP-regulated ASEs. Events that were significant at the *P*-value cutoff corresponding to a false-discovery rate of 5% were considered to be RBP-regulated ASEs.

### Functional enrichment analysis

Gene Ontology (GO) terms were identified using KOBAS 2.0 (Xie et al., 2011). The hypergeometric test and Benjamini–Hochberg FDR control procedures were used to define the enrichment for each term.

### Co-immunoprecipitation (co-IP) and library preparation

A549 cells were irradiated once at 400 mJ/cm^2^ andlysed in ice-cold wash buffer containing 200 U/ml RNase inhibitor (Takara) and a protease-inhibitor cocktail (Roche), then incubated on ice for 30 min. Lysates were centrifuged at 10,000 × *g* for 10 min at 4 °C. RQ I (Promega, 1 U/µl) was added to each supernatant (final concentration: 1 U/µl); the samples were incubated at 37 °C for 30 min, and then stop solution (EDTA, Thermo Scientific) was added. The mixtures were subjected to the usual protocol to remove cellular debris. RNA digestion was performed using MNase (Thermo Fisher Scientific, Waltham, MA, USA). Co-immunoprecipitation assays were performed using the Thermo Scientific Pierce Co-IP kit (Thermo Fisher Scientific), according to the manufacturer’s instructions. Western blot was used to detect FSCN1-antibody (Abcam) or control-IgG antibody (ABclonal, Woburn, MA, USA) of the samples. RNA was purified using phenol: chloroform: isopentyl alcohol (25:24:1, pH < 5; Solarbio). cDNA libraries were prepared using the KAPA RNA HyperPrep Kit (KAPA Biosystems) and used for high-throughput sequencing (150-nucleotide (nt) paired-end sequencing) with the Illumina NovaSeq system.

### Data analysis

We aligned the reads to the genome using HISAT2 (Kim, Langmead & Salzberg, 2015) to generate a unique genome comparison, excluding PCR duplicates. ABLIRC (Xia et al., 2017) and Piranha (Uren et al., 2012) were used for peak calling. ABLIRC enabled identification of binding regions in the human genome (GRCh38), version 38 (Ensembl 104) (Xia et al., 2017). For peak calling, the whole genome was first scanned with a 5 bp window in 5 bp steps. Peaks were identified when the depth of the first window was 2.5 times larger for eight consecutive windows or the medium depth was >50. Peaks ended when the depths of eight consecutive windows were < 4% of the maximum depth. The reads for each gene were randomly distributed to each gene 500 times, and the peak-depth frequency was determined for each peak, enabling screening for significant peaks (*P* < 0.05) or peaks with a maximum depth of ≥10. Using input samples as controls, we conducted abundance-difference analysis for the peak locations, and for peaks with an abundance FC of >4 following IP (an adjustable parameter) the input abundance was screened as the final combination peak. The target genes identified by IP were determined based on the peaks, and the binding motifs of the immunoprecipitated proteins were called using HOMER software (Heinz et al., 2010).

### LncRNA predictions

We used the CPC2 (Kong et al., 2007), LGC (Wang et al., 2019a), CNCI (Sun et al., 2013), and CPAT (Wang et al., 2013a) software packages to identify and count credible lncRNAs. Subsequently, we removed transcripts that overlapped with known coding genes, and that were <200-bp long, potentially coding, and <1,000 bp away from the nearest gene. We obtained prediction results for new lncRNAs and used the intersecting results from the four software packages for subsequent analysis and processing.

### Cis-regulatory targets of lncRNAs

We set the co-location threshold as 100-kb upstream or downstream of a lncRNA in each trans-regulatory relationship pair (Yang et al., 2016) and then calculated Pearson correlation coefficients between lncRNAs and mRNAs for co-location and co-expression analyses to screen lncRNA-target relationship pairs with a correlation coefficient of | > 0.6| and *P* ≤ 0.01. We used the intersection of the co-location and co-expression datasets to identify cis targets of different lncRNAs.

### RAW sequencing data

Sequencing data have been uploaded to the NCBI (National Center for Biotechnology Information) sequence read archive GSE234860.

## Results

### Expression of FSCN1 in various tumors based on TCGA database

We used GEPIA2 and K–M methods to analyze gene expression levels and survival times based on TCGA data. Among the 31 tumor types studied, FSCN1 was highly expressed in 16 tumor types ( *P* < 0.05), whereas FSCN1 expression was significantly lower in acute myeloid leukemia tissues (*P* < 0.05). FSCN1 was highly expressed in lung squamous cell carcinoma (LUSC, *P* < 0.05) but not in lung adenocarcinoma (LUAD). The changes in FSCN1 expression differed significantly across the four disease stages of LUAD (*P* = 0.0166) but not in LUSC. K–M analysis revealed that high FSCN1 expression predicted poor prognosis in patients with LUAD (*P* = 0.0016) but not in patients with LUSC (*P* = 0.48; Fig. S1 and Fig. 1A). However, high FSCN1 expression was not associated with disease-free progression in either LUSC or LUAD (*P* > 0.05; Fig. S2). Systematic reviews and meta-analyses have revealed that FSCN1 overexpression promotes metastasis and mortality in various tumors, suggesting that FSCN1 can be a therapeutic target for cancer (Tan et al., 2013). Further studies on FSCN1 are necessary as its characteristics and mechanism in NSCLC are not completely understood.

**Figure 1:**
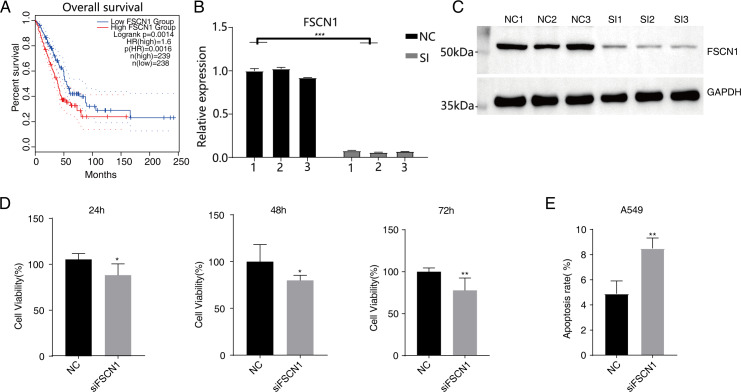
Knockdown of FSCN1 inhibits cellular proliferation and promotes apoptosis in A549 cells. (A) The survival curve of FSCN1 in lung adenocarcinoma in TCGA database. (B) The histogram shows the RT-qPCR results of NC and SI samples. Error bars represent mean ± SEM. (C) Western blot experiment results showed that the FSCN1 knockdown was successful. (D) Proliferation results of A549 after FSCN1 knockdown. (E) Apoptosis results of A549 after FSCN1 knockdown. *P-value < 0.05, **P-value < 0.01 and ***P-value < 0.001.

### FSCN1 inhibited cell proliferation, invasion, and migration and promoted apoptosis *in vitro*

Western blot analysis results showed that FSCN1 was highly expressed in A549 cells (Fig. S3). We transfected A549 cells with a plasmid that expressed FSCN1-siRNA (siFSCN1-556, siFSCN1-1122, siFSCN1-1926 and scramble siRNA [NC]). RT-qPCR and western blotting showed that the expression of FSCN1 was significantly decreased (*P* < 0.05) in the FSCN1-siRNA transfection group than that in the control transfection group (Figs. 1B and 1C and Fig. S4). siFSCN1-1926 was used for proliferation, apoptosis, and cell invasion experiments; siFSCN1-1122 was used for metastasis experiments. CCK8 assays showed that silencing *FSCN1* significantly inhibited cell proliferation (*P* < 0.05, Fig. 1D), whereas flow cytometry revealed that silencing FSCN1 significantly increased apoptosis (Fig. 1E). Transwell assays showed that silencing FSCN1 in A549 cells resulted in significantly lower cell invasion and metastasis than in the control treatment (Fig. 2).Therefore, we successfully constructed an FSCN1 knockdown model in A549 cells, and demonstrated through *in vitro* experiments that FSCN1 knockdown suppressed the proliferation, invasion, and migration abilities of A549 cells and promoted their apoptosis. Thus, FSCN1 can be a potential target for NSCLC treatment.

**Figure 2:**
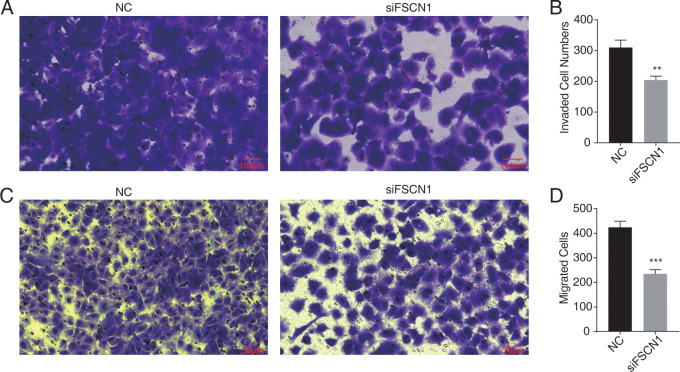
Knockdown of fascin actin-bundling protein 1 (FSCN1) inhibits cellular migration and invasion in A549 cells. (A–B) The invasion results of A549 after FSCN1 knockdown. (C–D) The migration results of A549 after FSCN1 knockdown. **P-value < 0.01 and ***P-value < 0.001. NC, scramble siRNA (siNegative).

### FSCN1 knockdown in A549 cells resulted in transcriptional differences

In this study, six cDNA libraries (three biological replicates for each library) were constructed based on siFSCN1 (siFSCN1-1926) and control transfectors, and the role of FSCN1 in the transcriptional regulation of A549 cells was explored using RNA-seq analysis. The FSCN1 FPKM value was significantly lower for the siFSCN1 transfectants than for the control groups (*P* < 0.001, Fig. 3A). Principal component analysis of all gene expression values revealed significant differences between the siFSCN1 and control groups (Fig. 3B). FCs of ≥ 2 or ≤ 0.5 (corrected *P* < 0.05) were used as criteria, FSCN1 silencing resulted in the significant differential expression of 2851 genes at the transcriptional level, which included significantly more upregulated genes than downregulated genes after *FSCN1* knockdown (Fig. 3C).

**Figure 3:**
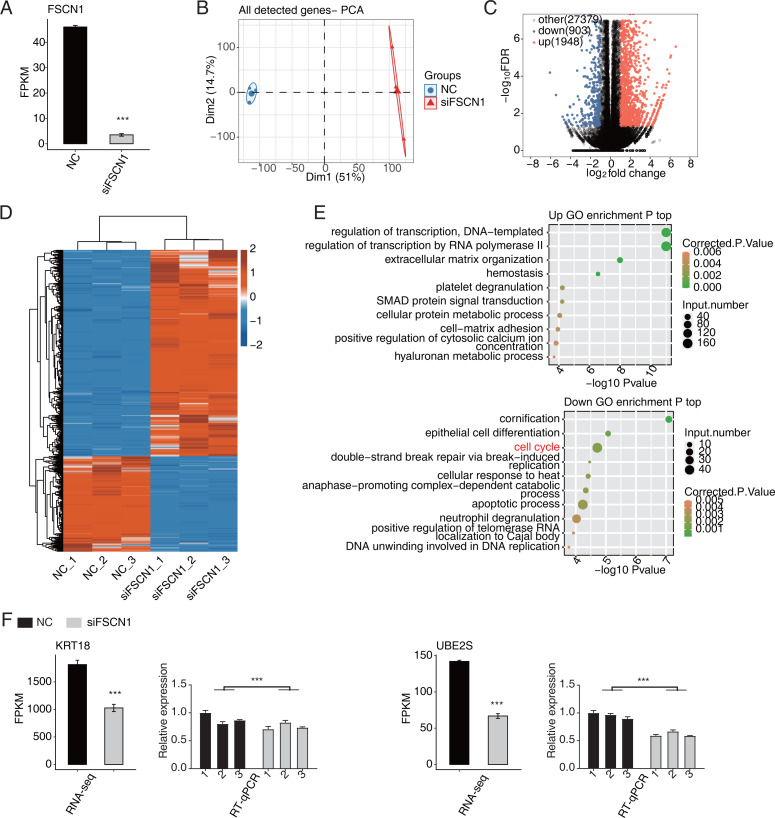
FSCN1 regulates gene expression of the cell cycle in A549 cells. (A) Bar plot showing the expression pattern and statistical difference of FSCN1. Error bars represent mean ± SEM. ***P-value < 0.001. (B) PCA based on FPKM value of all detected *FSCN1* gene knockdowns. The ellipse for each group represent the confidence ellipse. (C) Volcano plot showing all differentially expressed genes (DEGs) between siFSCN1 and NC samples. (D) Hierarchical clustering heat map showing expression levels of all DEGs. (E) Scatter plot exhibiting the most enriched GO biological process results of the upregulated (top panel) and downregulated (bottom panel) DEGs. (F) Bar plot showing the expression pattern and statistical difference of DEGs for specific key genes. Reverse transcription qPCR validation of DEGs regulated by FSCN1 in cancer cells; black bars denote the control group and grey bars denote the FSCN1-silenced group. Error bars represent mean ± SEM. ***P-value < 0.001.

Heat map analysis of the DEG expression patterns revealed similar gene expression patterns of the samples and close clustering relationships in the control and FSCN1-knockdown groups (Fig. 3D). GO enrichment analysis revealed that upregulated DEGs in the *FSCN1*-knockdown group were mainly enriched for biological process terms such as DNA template transcription regulation, RNA polymerase II transcription regulation, extracellular matrix organization, hemostasis, platelet degranulation, SMAD protein signal transduction, cellular protein metabolism, cell matrix adhesion, positive regulation of plasma calcium concentration, and hyaluronic acid metabolism process, among others. The downregulated DEGs were mainly enriched for keratinization, epithelial cell differentiation, cell cycle, double-strand break repair induced by break, cell response to heat, late promotion of complex-dependent catabolic process, apoptosis process, neutrophil degranulation, positive regulation of telomerase RNA localization in CajaI, DNA in DNA replication (Fig. 3E). These results suggested that FSCN1 knockdown in A549 cells resulted in transcriptional differences in numerous genes, and that the functions of DEGs were closely related to tumor progression.

### FSCN1 regulates the expression levels of a large number of genes in A549 cells

According to the significances of the expression difference ratios between the experimental and control groups, we selected several upregulated DEGs (*LBH*, *IGFBP3*, *CDH1*, *TFPI*, and *IGFBP7*) and down regulated DEGs (*KRT18*, *UBE2S*, *UBE2C*, *CDC25B*, *MCM7*, and *CDK4*) for further analysis (*P* < 0.05; [FC] of >2 or ≤0.5) (Fig. 3F and Fig. S5). The upregulated DEGs have been associated with lung cancer growth, invasion, metastasis, prognosis, and drug resistance (Amirkhosravi et al., 2002; Chen et al., 2009; Wang et al., 2013b; Liang et al., 2015; Deng et al., 2018). Consistent with these findings, the DEGs were significantly downregulated after *FSCN1* knockdown correlated positively with FSCN1 expression and correlated with the growth, metastasis, and prognosis of NSCLC (Boldrini et al., 2007; Liu et al., 2012; Zhang et al., 2014; Liu & Xu, 2018; Guo et al., 2018). We explored the DEG expression levels and survival rates of patients with LUAD based on the GEPIA2 database. Compared with normal tissues, IGFBP7, LBH and TFPI are low expressed in tumor tissues (*P* < 0.05), while KRT18, UBE2C and UBE2S were highly expressed in tumor tissues (*P* < 0.05). K–M analysis showed that patients with elevated ACTG1, MCM7, KRT7, UBE2C, and UBE2S expression in lung tumors had shorter survival times (*P* < 0.05, Fig. S6). In addition, through PCR verification, we found that the expression levels of *UBE2S*, *KRT18,* and *ACTG1* in the experimental group were decreased compared with those in the control group, whereas the expression of *PDE3A* was increased; two-way ANOVA showed significant differences, as anticipated (Fig. 3F and Fig. S7). Therefore, we conclude that FSCN1 regulates the expression of genes related to the tumor malignant phenotype in A549 cells, indicating a potential regulatory mechanism.

### FSCN1 regulated the AS of cell cycle-related genes in A549 cells

Our main objective was to analyze ASEs in target genes regulated by FSCN1 using A549 cells. We evaluated splice junctions using RNA-seq data and the ABL as pipeline, which revealed ASEs in 3057 DEGs. A positive T-value indicated that the proportion of the splice type was higher in the siFSCN1 group than in the control group, and a negative T-value indicated the opposite (Fig. 4A). We identified 278 exon cassettes with increased numbers of ASEs: 74 MXEs, 162 ESs, 50 A5SS and Es, 347 A5SSs, 47 A3SS and Es, 275 A3SSs, 77 5pMXEs, and 113 3pMXEs. We also identified 175 exon cassettes with decreased ASEs: 89 MXEs, 304 ESs, 69 A5SS and Es, 272 A5SSs, 58 A3SS and Es, 399 A3SSs, 142 5pMXEs, and 126 3pMXEs. Principal component analysis of the RASEs revealed separation between the siFSCN1 and control samples (Fig. 4B). Hierarchical clustering of the RASEs suggested similar expression patterns among samples within the group (Fig. 4C). GO functional enrichment analysis showed that RASEs were mainly enriched for RNA splicing, mRNA processing, mRNA splicing through spliceosomes, translation, cytoplasmic translation, DNA repair, REDOX process, tRNA processing, cell cycle, and cell division (Fig. 4D). In particular, the cell-cycle-related genes *PRC1*, *SGO1*, and *WTAP* were alternatively spliced. ES events in *PRC1*, 3pMXEs in *RECQL5*, and A5SSs in *SGO1* were significantly more frequent in the siFSCN1 group than in the control group (Fig. 4E and Fig. S8). In contrast, A3SSs in *WTAP* and ESs in *DLGAP5* were significantly less frequent in the *FSCN1*-knockdown group than in the control group (Fig. 4F and Fig. S8). The PCR results indicated that the rate of ASEs of *SGO1* in the experimental group was increased, whereas that of *WTAP* was decreased compared with the control group; two-way ANOVA showed significant differences, as anticipated (Figs. 4E and 4F). FSCN1 can mediate cancer cell malignant phenotype (Chen et al., 2019; Liao et al., 2022; Wang et al., 2022). Based on this, we speculated that FSCN1 may promote the development of NSCLC by regulating the variable splicing of cycle-related genes. In addition, we performed an integrated analysis of regulated alternatively splicing genes (RASGs) and DEGs and identified 182 genes with significant differences in expression and AS levels. Therefore, we deduce that FSCN1 acts as an RBP to regulate the AS levels of cell cycle-related genes, which may play an important role in NSCLC proliferation.

**Figure 4:**
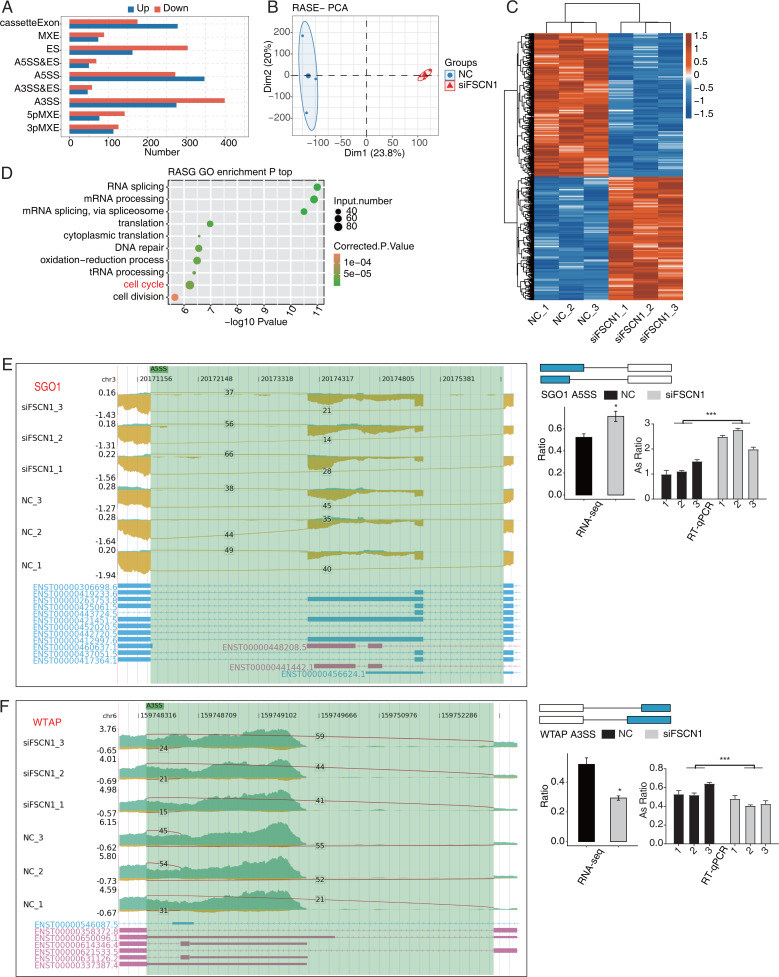
FSCN1 regulates the alternative splicing of gene association with cell cycle in A549 cells. (A) Bar plot showing the FSCN1-regulated alternative splicing event (RASE). (B) PCA based on ratio values of all different expression levels of FSCN1-RASE. (C) Hierarchical clustering heat map of FSCN1-RASE based on ratio values. (D) Scatter plot exhibiting the most enriched GO biological process results of the regulated alternative splicing genes (RASGs). (E) FSCN1 regulates alternative splicing of SGO1. Left panel: IGV-sashimi plot showing the RASEs and binding sites across mRNA. The read distribution of RASE is plotted in the top panel, and the transcripts of each gene are shown below. Right panel: Schematics depicting the structures of ASEs. RNA-seq validation of ASEs is shown in the bottom panel. Reverse transcription qPCR validation of ASEs regulated by FSCN1 in cancer cells. Error bars represent mean ± SEM. (F) FSCN1 regulates alternative splicing of WTAP. Left panel: IGV-sashimi plot showing the RASEs and binding sites across mRNA. The read distribution of RASE is plotted in the top panel, and the transcripts of each gene are shown below. Right panel: Schematic depicting the structures of ASEs. RNA-seq validation of ASEs are shown in the bottom right panel. Reverse transcription qPCR validation of ASEs regulated by FSCN1 in cancer cells; black bars denote the control group, and grey bars denote the FSCN1-silenced group. Error bars represent mean ± SEM. *P-value < 0.05, ***P-value < 0.001.

### FSCN1 bound LncRNAs and regulation of their expression in A549 cells

In A549 cells, an antibody against FSCN1 was used for co-IP experiments, and more distinct bands were found with the IP group than with the input and IgG groups (Fig. 5A). 

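The iRIP-seq experiment covered 2 immunoprecipitates (IP) of FSCN1 and 2 input samples of A549 cells, an established human lung adenocarcinoma cell line. In iRIP-seq, RNA is crosslinked to proteins with ultraviolet light, the RNA is digested, the protein is immunoprecipitated with the RNA bound to it, and the recovered RNA is sequenced beside the input, which is RNA taken without precipitation. The libraries were read as 150-nt paired-end sequences. The methods and the sample labels differ on the protocol. The methods name an antibody against FSCN1, whereas the labels and the legend of Fig. 5A name an antibody against the Flag tag. The labels give a lower concentration of RQ I, a DNase, than the methods do, mark 1 of the input samples as an input plasmid, and give the molecule as polyadenylated RNA. According to the methods, the authors aligned the reads to GRCh38 with HISAT2, kept unique alignments, removed PCR duplicates, and called peaks with ABLIRC and Piranha. The data analysed here were the authors' peak lists, 1 for each IP replicate. The input libraries were not analysed here, so no enrichment over the input was computed. Each list gives regions made of 50-bp bins on either strand, the mean number of read tags per bin, a p-value, the gene and the annotated feature, and the tags and p-values are the authors'. The tags were not scaled to library size, so they were used to describe and rank peaks within a list. The paper's text does not name which of the callers made these lists. A peak list does not give the depth of its library. The paper's numbers behind Fig. 5C, whose legend speaks of FSCN1-bound peaks, add up to 543867 for IP replicate 1, 479244 for IP replicate 2, 1159490 for input replicate 1 and 980249 for input replicate 2. Coordinates are given on GRCh38 with starts counted from 1. Gene names and positions were taken from GENCODE 44, in which all 63 gene identifiers of replicate 1 and all 83 of replicate 2 were found, 50 and 72 of them with the same version number. Intervals of tags are exact Poisson 95% intervals, those of shares are Wilson 95% intervals, and both cover counting error only.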

IP followed by RNA-seq (iRIP-seq) was used to cluster samples based on the RNA-seq data. The results indicated highly similar samples, large correlation coefficients, and close clustering (Fig. 5B). 

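IP replicate 1 had 181 peaks, 93 on the plus and 88 on the minus strand, and IP replicate 2 had 238 peaks, 122 on the plus and 116 on the minus strand. Most peaks were 1 bin long, 169 in replicate 1 and 214 in replicate 2. The median was 9 tags in replicate 1, with a range from 7 to 151, and 8 tags in replicate 2, with a range from 6 to 170. The largest p-value was 0.00397 in replicate 1 and 0.00846 in replicate 2. In replicate 1, 92 peaks (50.8%, interval 43.6 to 58.0) had a second peak over the identical region on the other strand, and so did 120 peaks (50.4%) of replicate 2. Counted once per position, without regard to strand, the lists held 133 and 171 positions. Restricting the lists to peaks with more tags than the median moved the numbers most, to 84 and 93 peaks.

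Of the 181 peaks of replicate 1, 47 (26.0%) overlapped a peak of replicate 2 by at least 1 bp on the same strand. With the peaks of replicate 2 placed at random in their own genes, or on their chromosome where they were intergenic, a mean of 3.38 and at most 10 peaks overlapped (permutation test with 10000 placements, one-sided, p = 0.0001, the smallest they can give). Intergenic peaks placed on a whole chromosome rarely overlap, and simulated peaks wholly inside short genes passed this test too often. The comparison was therefore repeated, as an alternative chosen after seeing the data, with peaks that had a gene and lay outside the genes of structural RNAs. There, 11 of 84 peaks overlapped, against a mean of 0.967 and at most 4 of the placed peaks (one-sided permutation p = 0.0001). This setting leaves out annotated genes only, and peaks on each strand of a position count separately. Positions in NEAT1, YJU2, PPP5C and ANKRD30BL, whose sequences resemble structural RNAs, therefore remain among the 11. The others lay at MIR3648-2, near the rRNA units of chromosome 21, and in RPLP0 and RPL3. Among peaks with more tags than the median, 27 of 84 overlapped. Across the 47 overlapping pairs, Spearman's rho of the tags was 0.432 (p = 0.00252) and Pearson's r of the log2 tags was 0.545 (p = 0.00011), from two-sided permutation tests with 100000 pairings. These are correlations across peaks, which are not independent replicates. With each position counted once and the strands merged, which gave 42 pairs, rho was 0.240 (permutation p = 0.124) and r was 0.256 (permutation p = 0.1), and the relation no longer passed the threshold. With pairs on both strands of a position averaged and only peaks of the same strand paired, which left 37 pairs, rho was 0.377 (permutation p = 0.022) and r was 0.469 (permutation p = 0.00435). Both alternatives were chosen after seeing the data.

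On chromosome 21 below 9 Mb, where RefSeq places 3 units of the 45S rRNA precursor (RNA45SN2 at 8205988 to 8219302, RNA45SN3 at 8389035 to 8402343 and RNA45SN1 at 8433222 to 8446572), lay 79 peaks (43.6%, interval 36.6 to 50.9) of replicate 1 and 85 peaks (35.7%, interval 29.9 to 42.0) of replicate 2. In 81 of the 90 bins with peaks inside these units, no 150-base sequence occurred just once in the genome. The tallest peak of replicate 1 lay at 8216651 to 8216700 on the minus strand, in the 28S rRNA gene RNA28SN2, with 151 tags (interval 128 to 177). It was followed by peaks of 100 tags at 8252101 to 8252150 and 70 tags at 8379651 to 8379700, both intergenic on the minus strand of chromosome 21 in sequences that resemble the 45S precursor, and by 66 tags at 8436301 to 8436350 in RNA45SN1. The fifth, with 61 tags (interval 46.7 to 78.4), lay on chromosome 2 at 132255501 to 132255550 in an intron of ANKRD30BL, where 211 bp resembled the 45S precursor at 87.7% identity. In replicate 2, the tallest peak lay on chromosome 17 at 43245701 to 43245750, opposite to a U2 snRNA gene, with 170 tags (interval 145 to 198). An intergenic peak of 169 tags followed on chromosome 21 at 8259301 to 8259350, at a copy of 45S sequence, then a peak of 161 tags on chromosome 17 at 43251851 to 43251900, in a U2 gene within an intron of CCDC200. The next were an intergenic peak of 160 tags on chromosome 14 at 49543251 to 49543300, where the sequence resembled an annotated copy of 7SL RNA, and a region of 159.5 tags per bin at 8206401 to 8206600 in RNA45SN2. Among overlapping peaks, the largest mean tags over both replicates were 68.25 at 8436301 in RNA45SN1, 53.25 and 52.75 on the strands of the ANKRD30BL position, 33.25 at 8252101 on chromosome 21, and 26.5 on chromosome 19 at 46389351 to 46389400 in an intron of PPP5C. The PPP5C sequence resembled RNU2-58P, an annotated copy of U2 snRNA, over 67 bp.

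**Figure D1:**
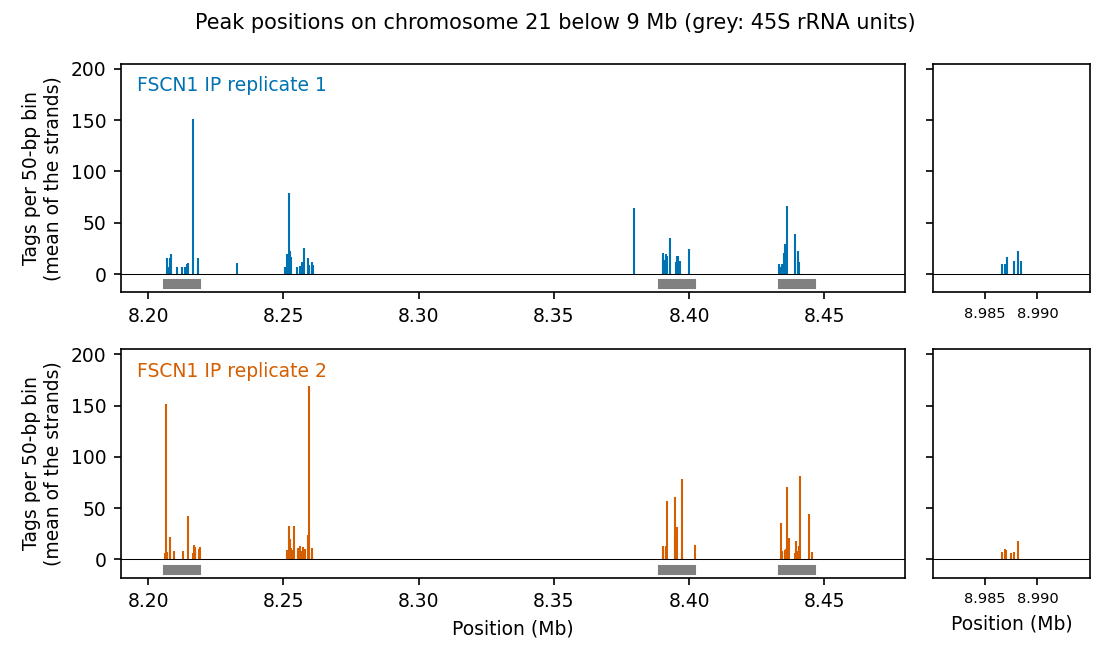
Peaks of IP replicate 1 (blue) and IP replicate 2 (orange) on chromosome 21 below 9 Mb, with the position in Mb on GRCh38 on the horizontal axis and the tags per 50-bp bin, as the mean of the strands where both had a peak, on the vertical axis. Each line is 1 position, the grey bars are the 45S rRNA units, and the narrow panels show the cluster that ends at 8988450. Further clusters lie in the units and near 8252101.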

The input sample was used as the background to perform peak calling for the RMDUP reads to obtain the specific binding peaks for the experimental samples, and the distributions of the binding peaks in each region of the reference genome were determined (Fig. 5C). The IP group showed more enrichment for intergenic regions than the input group, and motif analysis revealed that FSCN1 bound to GC-rich regions (Fig. 5D). 

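By the feature that covers most of each peak in the authors' lists, 18.8% of the peaks of IP replicate 1 (34 of 181, interval 13.8 to 25.1) and 16.0% of those of replicate 2 (38 of 238, interval 11.9 to 21.2) were intergenic. With peaks of both strands counted separately, the largest class lay opposite to an annotated gene, with 42.0% in replicate 1 (interval 35.0 to 49.3) and 39.9% in replicate 2 (interval 33.9 to 46.3). Introns held 18.8% and 20.2%, noncoding exons 7.18% and 9.24%, coding sequence 6.63% and 13.0%, 5'UTRs 3.87% and 0.840%, and 3'UTRs 2.76% and 0.840%. For each class the intervals of the replicates overlapped. The intergenic share moved most when peaks in rRNA, snRNA, snoRNA, scaRNA, 7SK, 7SL and mitochondrial genes were left out, an alternative chosen after seeing the data, to 28.8% in replicate 1. In replicate 2 it moved most among peaks with more tags than the median, to 26.9%. Counted once per position, an alternative chosen after seeing the data, the share opposite to a gene was 28.6% and 22.8% and that of introns 24.8% and 27.5%, so introns were the largest class of replicate 2. Of the peaks with a gene, 71 of 147 (48.3%, interval 40.4 to 56.3) in replicate 1 and 105 of 200 (52.5%, interval 45.6 to 59.3) in replicate 2 lay on the strand of their gene. A comparison of these shares with the input was not made, since the input was not analysed here.

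GC content was computed from the GRCh38 sequence of the peaks that had a gene, against 100 windows of the same length placed at random in the same gene, and averaged per gene. The peaks of replicate 1 had a GC content of 60.2% against 53.5% in the windows, 6.69 percentage points higher, and were higher in 45 of 63 genes. In replicate 2 the values were 60.1% and 52.7%, 7.37 percentage points higher, with 63 of 83 genes higher. Both differences gave p = 0.0001 in a two-sided permutation test with 10000 random sign flips, the smallest they can give. The mean over the replicates was 7.03 ± 0.484 percentage points (SD, n = 2). Among the alternatives run per replicate, the differences were largest against windows placed anywhere on the same chromosome, 17.9 and 16.9 percentage points. They were smallest against windows from the exons of the same gene, 4.14 (permutation p = 0.0042) and 5.24 (permutation p = 0.0001). A test chosen after seeing the data, in 48 protein-coding genes against windows at a similar place along the transcript, gave 2.98 percentage points (two-sided permutation p = 0.0012).

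In place of the motif search of the paper, the presence of each hexamer was compared between peaks and windows with Fisher's exact test and Benjamini-Hochberg adjustment. No hexamer had an adjusted p under 0.05 in both replicates, while 76 had an unadjusted p under 0.05 in both. In replicate 1, 19 hexamers passed, with a mean GC content of 93.9%, and in replicate 2, 4 passed, with 95.8%. The first of replicate 1, GGCGCG, occurred in 18 of 147 peaks (12.2%) and in 2.82% of windows (Fisher's exact test, two-sided, adjusted p = 0.00115), and in replicate 2 in 12 of 200 peaks (adjusted p = 0.625). With each position counted once, 5 hexamers passed in replicate 1 and 3 in replicate 2, with a mean GC content of 83.3% in each. Outside the genes of structural RNAs, 3 and 1 passed, with 83.3% and 66.7%. These settings were chosen after seeing the data. Against exon windows, 36 hexamers passed in both replicates, with a mean GC content of 95.4%. Among them, GCGCGC occurred in 13 of 147 peaks of replicate 1 (Fisher's exact test, adjusted p = 4.93e-09) and in 14 of 200 peaks of replicate 2 (adjusted p = 1.05e-05). The test takes peaks as independent, whereas peaks over the identical region on both strands share their sequence and count GCGCGC on each. The exon setting was not run with each position counted once or outside the genes of structural RNAs. How far the 36 hexamers rest on such peaks is therefore not known. Against windows matched to each peak on GC content within 5 percentage points, 0 hexamers passed, and 13 had an unadjusted p under 0.05 in both.

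**Figure D2:**
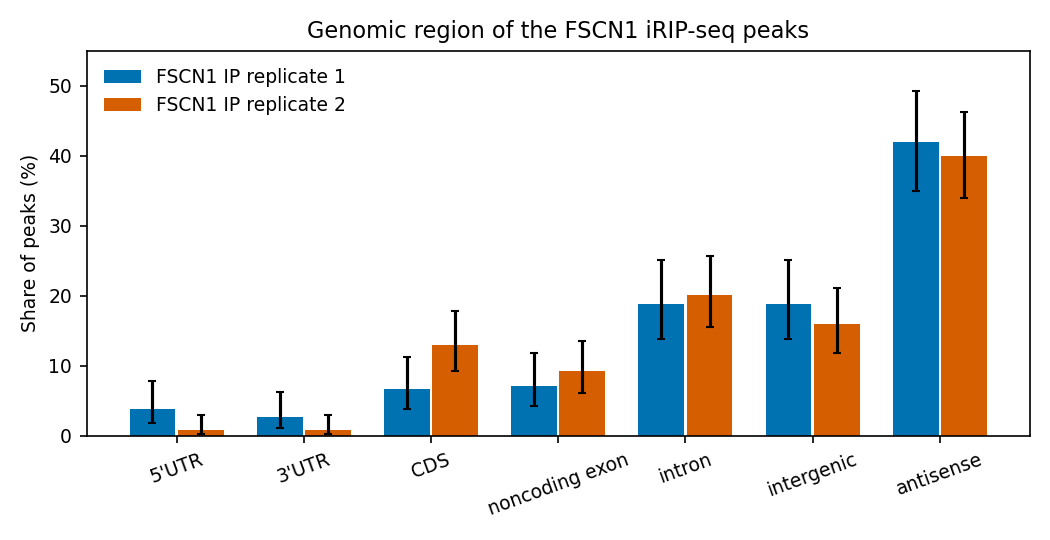
Share of peaks (%) by annotated region in IP replicate 1 (181 peaks, blue) and IP replicate 2 (238 peaks, orange), with Wilson 95% intervals as error bars. With peaks of both strands counted separately, peaks opposite to an annotated gene (antisense) are the largest class, with 42.0% and 39.9%, which in replicate 2 does not hold with each position counted once, and intergenic peaks make up 18.8% and 16.0%.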

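FTH1 (ENSG00000167996.16), which encodes the ferritin heavy chain, lies on the minus strand of chromosome 11 at 61959718 to 61967634 and had 5 peaks in IP replicate 1 and 2 in IP replicate 2. In replicate 1, the region 61967401 to 61967450 in the 5'UTR had 16 tags (interval 9.15 to 26.0) on each strand, with a p-value of 5.92e-15 on the strand of the gene, and 61967501 to 61967550, also in the 5'UTR, had 9 tags on each strand. Over 47 bp around the first of these regions, the sequence resembled the 45S rRNA precursor at 85.1% identity. The 3'UTR had 7 tags (interval 2.81 to 14.4) at 61964651 to 61964700. In replicate 2, the coding sequence at 61967301 to 61967350 had 8 tags (interval 3.45 to 15.8) on the strand of the gene and 6 tags on the other. No FTH1 peak of replicate 1 overlapped one of replicate 2.

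NEAT1 (ENSG00000245532.9), a nuclear lncRNA on the plus strand of chromosome 11 at 65422774 to 65445540, had 3 peaks in each replicate. The position 65441351 to 65441400 was shared, with 17 tags on each strand in replicate 1 (interval 9.90 to 27.2) and 6 tags on each strand in replicate 2 (interval 2.20 to 13.1). There, 86 bp of sequence resembled an annotated copy of 7SL RNA at 86.0% identity. Replicate 1 had a further peak of 7 tags at 65424401 to 65424450, and replicate 2 had 6 tags on each strand at 65444551 to 65444600, where the peak on the minus strand was assigned to MIR612.

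SNHG20 (ENSG00000234912.12), a lncRNA on the plus strand of chromosome 17 at 77086716 to 77099902, had 0 peaks in replicate 1 and 1 in replicate 2. It lay at 77089301 to 77089350 with 35 tags (interval 24.4 to 48.7), inside the small Cajal body RNA gene SCARNA16 (77089307 to 77089493), and a peak of 35 tags on the other strand was assigned to SCARNA16. NSD2, which encodes a histone methyltransferase and lies on the plus strand of chromosome 4 at 1871393 to 1982207, had no peak in either list. The smallest number of tags in a list was 7 in replicate 1 and 6 in replicate 2, so lower signals would not be seen. No peak lay in FSCN1 itself (chromosome 7, 5592816 to 5606655).

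**Figure D3:**
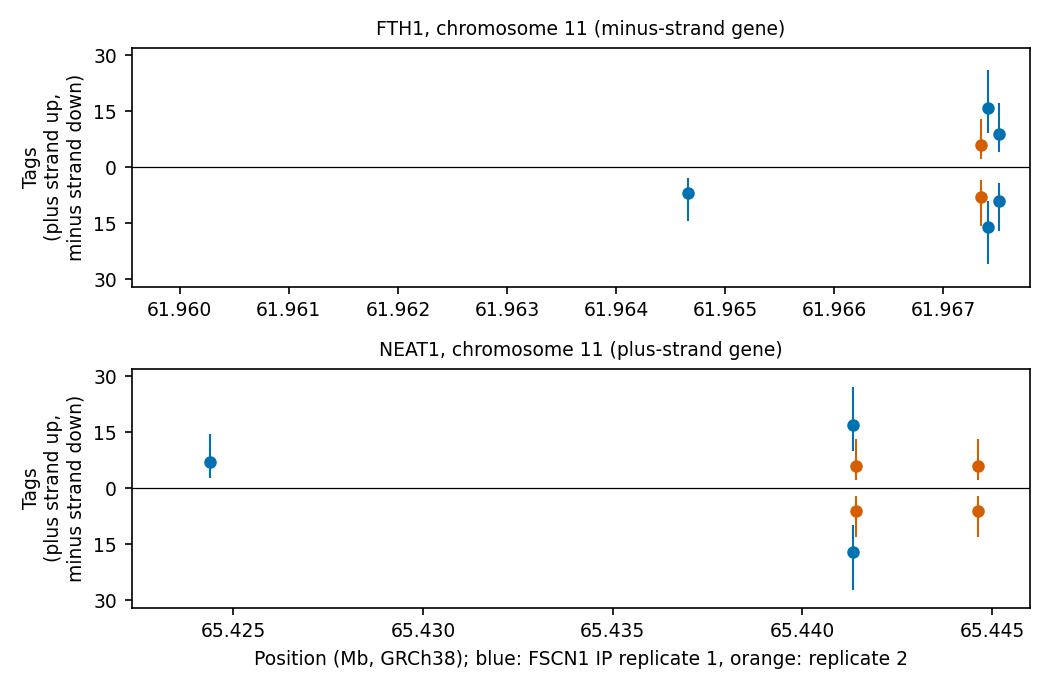
Peaks in FTH1 and NEAT1, with the position in Mb on GRCh38 on the horizontal axis and the tags on the vertical axis, upward for the plus strand and downward for the minus strand, in IP replicate 1 (blue) and IP replicate 2 (orange). Points are the authors' tags, lines are exact Poisson 95% intervals, points of the replicates are drawn slightly apart, and most peaks have a mirror image of similar height on the other strand.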

We found that FSCN1 could strongly bind LncRNA-SNHG20, LncRNA-NEAT1, NSD2, and FTH1 (Figs. 5E and 5F and Fig. S9). Li et al. (2019) reported that SNHG20 is highly expressed in glioma and promotes cell proliferation by silencing P21. LncRNA-NEAT1 promotes metastasis in soft-tissue sarcomas, and mass spectrometry revealed that most of the interacting proteins were involved in RNA splicing regulation (Huang et al., 2020). The iRIP-seq data of FSCN1 indicated that it may directly bind to some LncRNAs to regulate splicing, which has scarcely been reported.

**Figure 5:**
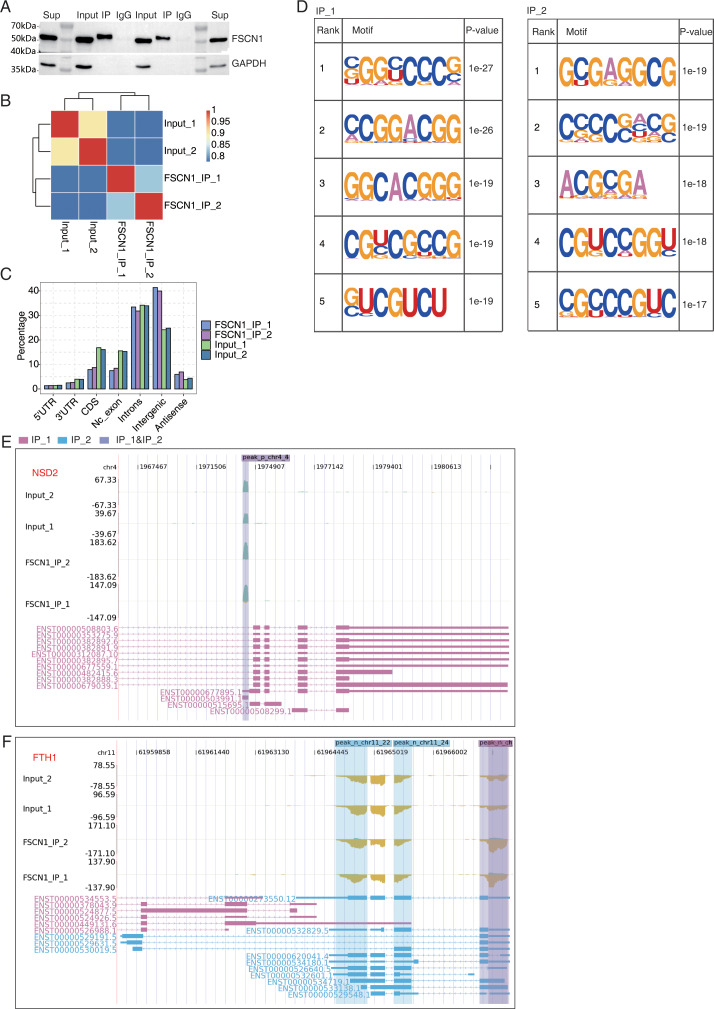
FSCN1 binds to mRNA associated with lung carcinoma in A549 cells. (A) Western blot analysis of FSCN1 immunoprecipitates (IPs) using anti-Flag monoclonal antibody. Two replicates were analyzed. (B) Heat map showing the hierarchically clustered Pearson correlation matrix resulting from comparing the transcript expression values for IP and input samples. (C) Bar plot showing the genomic distribution of FSCN1-bound peaks from the two biological replicates. (D) Motif analysis results showing the enriched motifs from FSCN1-bound peaks from the two biological replicates. (E) FSCN1-binding peak genes of *NSD2*. IGV-sashimi plot showing the peaks reads and binding sites across mRNA; the sky blue and reddish purple panels represent the position of peaks. The read distribution of the bound gene is plotted in the top panel, and the transcripts of each gene are presented in the bottom panel. (F) FSCN1-binding peak genes of *FTH1*. IGV-sashimi plot showing the peak reads and binding sites across mRNA; the sky blue and reddish purple panels represent the position of peaks. The read distribution of the bound gene is plotted and presented in the top panel and the transcripts of each gene are presented in the bottom panel.

### FSCN1 bound mRNAs and regulation of their expression in A549 cells

We also overlapped the RNA-seq and 242 peak genes. overlap analysis of DEGs and olp peak genes revealed 39 genes that likely bind FSCN1 and undergo differential expression (Fig. 6A). 

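The peaks of IP replicate 1 were assigned to 63 genes and those of IP replicate 2 to 83 genes, of which 25 genes had a peak in both replicates and 121 in either. Only 12 of the 25 genes had peaks that overlapped on the same strand, and 9 genes were shared when the lists were restricted to peaks with more tags than the median. The 25 genes included the rRNA genes RNA5S6, RNA5S7, RNA5SP74 and 5_8S_rRNA, the ribosomal protein genes RPL3, RPLP0, RPS19 and RPS2, the ferritin genes FTH1 and FTL, and NEAT1, SLC7A5, PLEC and UCHL1. Ribosomal protein genes made up 9 of the 63 genes of replicate 1 and 12 of the 83 genes of replicate 2. The copy of the DEG list used here held 1997 genes, against 2851 DEGs in the paper's text, so the overlap of peak genes and DEGs was not computed. Among the genes the paper names for its iRIP-seq data, FTH1, NEAT1, SNHG20 and EEF1D had a peak in at least 1 replicate and stood in the paper's list of overlapping genes behind Fig. 6A. NSD2 and NME4 stood in that list without a peak in either replicate. ACTG1, which had a peak in replicate 2, and KRT7 and PDE3A, which had none, were not in it.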

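ACTG1 (ENSG00000184009.13), which encodes gamma-actin, lies on the minus strand of chromosome 17 at 81509413 to 81523847. It had 0 peaks in IP replicate 1 and 2 in IP replicate 2, both on the strand opposite to the gene. These peaks had 6 tags (p-value 0.00846) at 81511151 to 81511200 and 10 tags (interval 4.80 to 18.4, p-value 1.34e-09) at 81512201 to 81512250. In the 2 lists, 48.3% and 52.5% of peaks with a gene lay on the strand of their gene. The strand therefore does not tell whether tags came from the mRNA. Neither KRT7, which encodes keratin 7 and lies on the plus strand of chromosome 12 at 52232520 to 52252186, nor PDE3A, a phosphodiesterase gene on the plus strand of chromosome 12 at 20368537 to 20688583, had a peak in either replicate. Signals below the lowest tags of each list were not detectable.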

The DEGs-difference ratios and *P* values observed, combined with the read-distribution map, suggested that FSCN1 may bind to the mRNAs of *ACTG1*, *KRT7*, and *PDE3A* and affect their levels (Figs. 6C–6E). PCR results showed that the expression level of *KRT7* and *ACTG1* genes was decreased in the experimental group, and that of *PDE3A* was increased; two-way ANOVA showed significant differences, as anticipated (Fig. 6B). We also used GEPIA2 and K–M methods to analyze survival times based on TCGA data. K–M analysis revealed that high *ACTG1* and *KRT7* expression predicted poor prognosis in patients with LUAD (*P* = 0.0096 and *P* = 0.015, respectively; Fig. S10). Studies have shown that keratin 7 (KRT7) is a key effector of m^6^A-induced lung metastasis of breast cancer, which promotes metastasis by increasing the stability of a KRT7-AS/KRT7 mRNA duplex and translation of KRT7 (Chen et al., 2021). In addition, exosomal PGAM1 could bind to *γ*-actin (ACTG1), which promotes podosome formation and metastasis in pancreatic cancer (Luo et al., 2023). This highlights a potential functional mechanism of FSCN1 in NSCLC.

**Figure 6:**
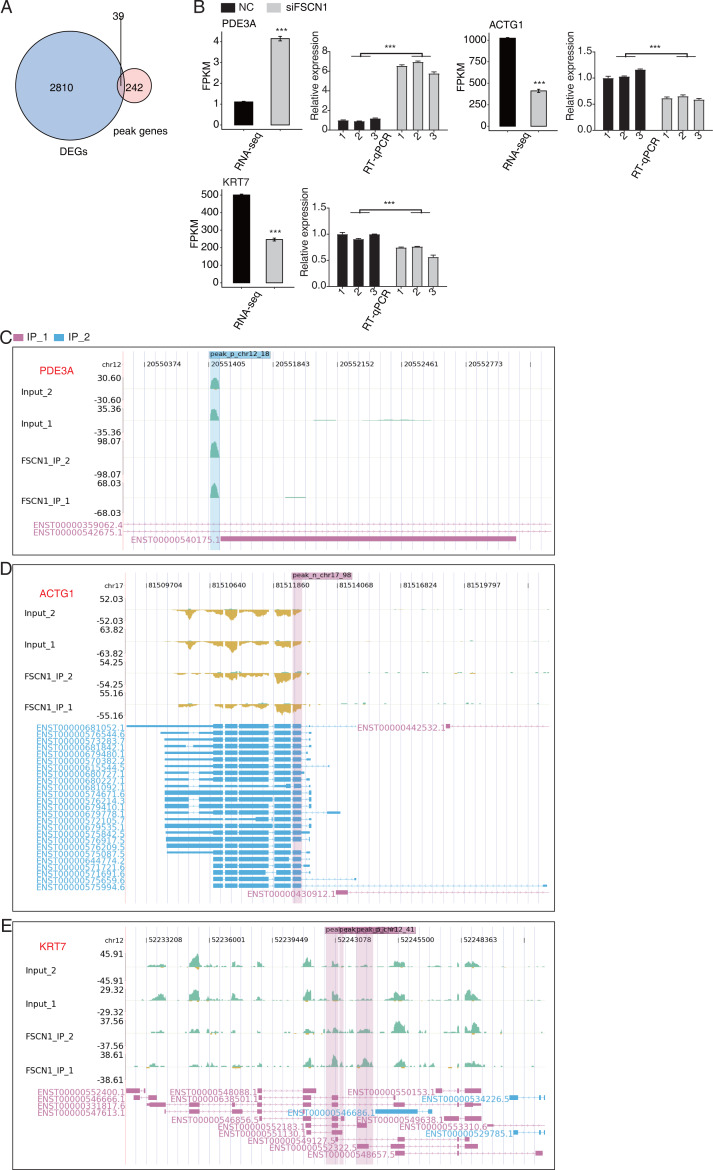
FSCN1 binds to RNA and regulates its expression. (A) Venn diagram showing the overlapped genes between DEGs and peak genes. (B) Bar plot showing the expression pattern and statistical difference of DEGs for the three genes from the overlapped gene set. Reverse transcription qPCR validation of DEGs regulated by FSCN1 in cancer cells; black bars denote the control group, and grey bars denote the FSCN1-silenced group; Error bars represent mean ± SEM. ***P-value < 0.001. (C) FSCN1 binding peak genes of PDE3A. IGV-sashimi plot showing the peaks reads and binding sites across mRNA; the sky blue and reddish purple panels represent the position of peaks. The read distribution of the bound gene is plotted in the top panel, and the transcripts of each gene are shown in the bottom panel. (D) FSCN1-binding peak genes of *ACTG1*. IGV-sashimi plot showing the peaks reads and binding sites across mRNA; the sky blue and reddish purple panels represent the position of peaks. The read distribution of the bound gene is plotted in the top panel, and the transcripts of each gene in the bottom panel. (E) FSCN1-binding peak genes of *KRT7*. IGV-sashimi plot showing the peak reads and binding sites across mRNA; the sky blue and reddish purple panels panels represent the position of peaks. The read distribution of the bound gene is plotted in the top panel, and the transcripts of each gene are shown in the bottom panel.

### FSCN1 bound mRNAs and regulated variable splicing in A549 cells

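The list of regulated alternative splicing genes (RASGs) behind Fig. 7A holds 1836 genes and was used as the paper gives it. The paper's counts of splicing events by type add up to 3057 events. Of the 121 genes with a peak in either IP replicate, 21 were among these RASGs, with 12 from replicate 1 and 13 from replicate 2. They included ABCC3, AGRN, AKR1B10, EDA, EEF1D, MRTFA, P4HB, PKM, PPP5C, RBCK1, RPL18, RPL37A, RPL8, RPLP0, RPS14, RPS19, RTN4, SQSTM1, SRC and TPM2. The peak of EDA lay in a 5S rRNA pseudogene within the gene. The number moved most when a peak was required in both replicates, to 4 genes. Of the 121 peak genes, 70 (57.9%) were among the 281 peak genes that the paper lists for Fig. 7A, and so were 18 of the 25 genes with a peak in both replicates. No test of the overlap was made, because the genes that could have been called in both experiments were not known.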

Overlap analysis of genes with differential changes in AS and olp_peak genes revealed 72 genes that likely bind FSCN1 and undergo differential ASEs (Fig. 7A). 

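EEF1D (ENSG00000104529.18), which encodes a subunit of elongation factor 1, lies on the minus strand of chromosome 8 at 143579697 to 143599541. Its 1 peak, at 143586201 to 143586250 in replicate 1, had 7 tags on the strand opposite to the gene, the smallest number in that list, with a p-value of 0.00397, and replicate 2 had 0 peaks in the gene. As peaks lay on either strand of genes about equally often, the strand does not rule out the EEF1D mRNA as the source. The paper lists EEF1D as an RASG. No peak in either replicate lay in NME4, which encodes a mitochondrial nucleoside diphosphate kinase, on the plus strand of chromosome 16 at 396725 to 410367. At such low tags, a peak in 1 replicate and none in the other is not a detectable difference.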

The ASE-difference ratios and *P* values observed, combined with the read-distribution map, suggested that FSCN1 may bind *NME4*, *NCOR2*, and *EEF1D* mRNAs and affect their AS levels. PCR results showed that compared with that in the control group, the *EEF1D* gene expression rate decreased and *NCOR2* expression rate increased in the experimental group. Two-way ANOVA showed that the difference was significant, which was consistent with the expected results. The ASE rate of the *NME4* gene in the experimental group was higher than that in the control group, which was contrary to the expectation (Figs. 7B–7C, Figs. S11 and S12). Thus, we conclude that FSCN1 can act as an RNA-binding protein and play an alternative splicing role, which has not been previously reported in NSCLC.

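The RASGs with a peak in both IP replicates were ABCC3, PPP5C, RPLP0 and RPS19. RPLP0 was the one with an overlapping peak in its coding sequence, on chromosome 12 at 120199301 to 120199350, with 10 tags in replicate 1 and 7 in replicate 2. PPP5C shared its intronic position that resembles a copy of U2 snRNA, with a mean over the strands of 18 tags in replicate 1 and 16 in replicate 2. In ABCC3 (chromosome 17) the peaks did not overlap, with a mean of 10.5 tags in an intron at 50658601 to 50658650 in replicate 1 and 7 tags in coding sequence at 50659251 to 50659300 in replicate 2. Each replicate also had 7 tags opposite to ABCC3, at 50661401 to 50661450 in replicate 1 and at 50660901 to 50661000 in replicate 2. RPS19 (chromosome 19) had 7 tags opposite to the gene at 41860801 to 41860850 in replicate 1. In replicate 2 it had 12 tags at 41871351 to 41871400 and a mean over the strands of 8.5 tags at 41869151 to 41869200, both in coding sequence. The strand of a peak in these lists need not be that of the RNA. The paper sets the splicing-event ratios and P values after FSCN1 knockdown beside the read distribution of each gene, and proposes that FSCN1 binds mRNAs that include those of NME4 and EEF1D and affects their splicing. After PCR, in which it reports a change of EEF1D and a change of NME4 against its expectation, it concludes that FSCN1 can act as an RNA-binding protein with a role in alternative splicing.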

## Discussion

Liang et al. (2022) first verified the higher expression of FSCN1 in LUSC than in normal tissues using quantitative reverse transcription PCR (qRT-PCR) and immunohistochemistry. FSCN1 expression in NSCLC tissues positively correlated with differentiation and the TNM classification of NSCLC, and high FSCN1 expression was associated with poor prognosis in patients with NSCLC (Luo et al., 2015). In this study, TCGA data analysis revealed high FSCN1 expression in LUSC (*P* < 0.05) but not in LUAD. High FSCN1 expression was associated with a relatively short overall survival (OS) in patients with LUAD (*P* = 0.0016) but not in patients with LUSC (*P* = 0.48), suggesting that the function of FSCN1 may vary in different lung cancer tissues. Positive FSCN1 expression is detected in 5% of typical carcinoid tumors, 35% of atypical carcinoid tumors, 83% of large-cell neuroendocrine lung cancer, and 100% of small-cell lung cancer (Pelosi et al., 2003). Thus, positive FSCN1 expression varies in different pathological tissues in lung tumors, which may indicate an associated tissue-specific regulatory mechanism.

**Figure 7:**
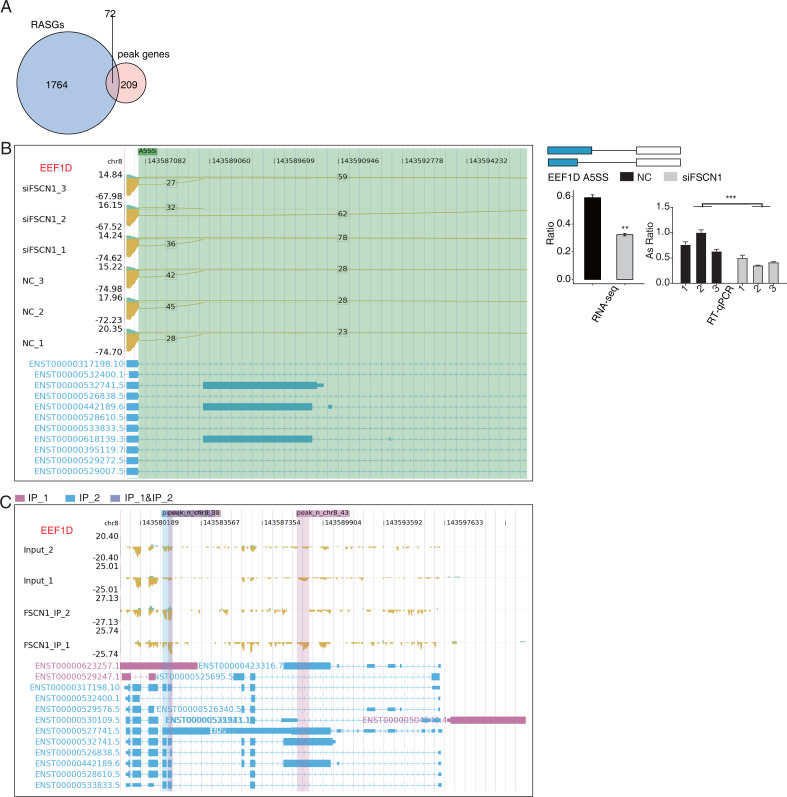
FSCN1 binds to mRNA and regulates its alternative splicing. (A) Venn diagram showing the overlapped genes between RASGs and peak genes. (B) FSCN1 regulates alternative splicing of EEF1D. Left panel: IGV-sashimi plot showing the RASEs and binding sites across mRNA. The read distribution of RASE is plotted in the top panel, and the transcripts of each gene are presented in the bottom panel. Right panel: Schematics depicting the structures of ASEs. RNA-seq validation of ASEs is shown in the bottom right panel. Reverse transcription qPCR validation of ASEs regulated by FSCN1 in cancer cells. Error bars represent mean ± SEM. **P-value < 0.01. (C) FSCN1-binding peak genes of *EEF1D*. IGV-sashimi plot showing the peaks reads and binding sites across mRNA; the sky blue and reddish purple panels represent the position of peaks. The read distribution of the bound gene is plotted in the top panel, and the transcripts of each gene are shown in the bottom panel.

Moreover, the FSCN1 knockdown cell model was constructed using plasmid transfection, and the results suggested that FSCN1 promoted cell apoptosis and suppressed cell proliferation, invasion, and migration abilities of the lung cancer cell. As reported previously, FSCN1 overexpression in A549 cells does not promote their proliferation (Zhao et al., 2010). In addition, FSCN1 can promote the proliferation of A549 cells *via* the YAP/TEAD pathway (Zhao et al., 2018). Based on these characteristics, we analyzed the potential targets of FSCN1-regulated transcription and alternative splicing levels in A549 cells according to the transcriptome sequencing data. FSCN1 knockdown altered the expression levels and ASEs of numerous genes, suggesting that FSCN1 regulates gene transcription and post-transcriptional events in A549 cells. GO enrichment analysis revealed that downregulated DEGs with increased ASEs were enhanced for cell-cycle-related functions. The mechanism whereby FSCN1 influences tumor migration and invasion is well understood, whereas the mechanism whereby FSCN1 promotes tumor cell proliferation and growth is not. MAPKs are key for cell proliferation-related signaling pathways, and FSCN1 can promote NSCLC by activating the MAPK pathway (Zhao et al., 2018). Another study points out that FSCN1 knockdown can inhibit NSCLC cell growth by blocking the YAP/TEAD signaling pathway (Liang et al., 2016). We found that FSCN1 can induce numerous cell-cycle-related genes enriched for cell-cycle-signaling pathways, including *CDC25B*, *MCM7*, and *CDK4*. CDC25B is significantly upregulated in squamous cell carcinoma (SCC). CDC25B overexpression can inhibit apoptosis (Al-Matouq, Holmes & Hansen, 2019). High expression of MCM7 in NSCLC tissues predicts poor prognosis of patients. Silencing *MCM7* significantly inhibited tumor cell proliferation and could serve as a prognostic marker of NSCLC (Liu et al., 2017). In H1299 and H1975 cells, YAP and TAZ can inhibit the cell-cycle regulator p21 by inducing MCM7 transcription, thereby promoting cell proliferation (Lo Sardo et al., 2017).

The results of our iRIP-seq experiments showed that FSCN1 may bind ACTG1, KRT7, and PDE3A in A549 cells and affect their mRNA expression levels. Previous research showed that ASAP3 is integral for cell migration, which is crucial for cytoskeleton-network remodeling. In some types of cancer cells, ACTG1 instability can lead to decreased ASAP3 expression, which inhibits cell migration and invasion (Luo et al., 2014). PDE3A is downregulated in drug-resistant NSCLC cells and enforced PDE3A expression can resist cisplatin in A549 cells. High PDE3A expression improved OS and progression-free survival rates for patients with adenocarcinoma (Tian et al., 2017). Relevant studies of these genes suggest that FSCN1 may affect NSCLC progression, regulating their expression. Further *in vitro* studies are required to confirm the molecular mechanism between FSCN1 and cell cycle progression.

We also noted that genes that undergo AS participate in the cell cycle. FSCN1 knockdown in A549 cells may affect the AS of cell-cycle-related genes (*i.e., BCCIP*, *DLGAP5*, *PRC1*, *RECQL5*, *WTAP*, and *SGO1*). Overexpression of BCCIP is associated with shorter survival time of patients with lung adenocarcinoma, and *in vitro* experiments showed that interference of BCCIP inhibits the proliferation of lung adenocarcinoma and blocks in G1/S phase. Moreover, BCCIP is associated with B cells, macrophages, and dendritic cells (Shi et al., 2021). The expression level of DLGAP5 was negatively correlated with the prognosis of patients, and silencing DLGAP5 can cause cell-cycle arrest and inhibit NSCLC cell proliferation (Love, Huber & Anders, 2014). PRC1 was expressed at higher levels in NSCLC tissues. PRC1 can promote cell proliferation during the G2/M phase *via* the FAK–paxillin pathway and regulate the phosphorylation of p21/p27-pRB family members (Liang et al., 2019). RECQL5 is highly expressed in LUSC and lung adenocarcinoma and can serve as an NSCLC biomarker or clinical target. *In vitro* experiments showed that the expression level of RECQL5 was positively correlated with the occurrence of the malignant phenotype of NSCLC and the expression level of EMT-related proteins (E-cadherin, Snail, MMP2, and MMP9) (Xia et al., 2021). High WTAP expression in NSCLC cells was associated with a poor patient prognosis (Liang et al., 2019). Previous data showed that the lncRNA PCGEM1 can upregulate WTAP and promote NSCLC progression by adsorbing miR-433-3p (Cheng et al., 2022).

Association analysis between mRNA-binding targets identified for FSCN1 and the RNA-seq data generated in this project showed that FSCN1 may bind *NME4*, *NCOR2*, and *EEF1D* mRNA and affect their pre-mRNA AS levels. Nucleoside diphosphate kinase 4 (NME4) is highly expressed in NSCLC tissues. Knocking down *NME4* in A549 cells resulted in cell cycle arrest cell at the G1 phase, thereby inhibiting cell proliferation and colony formation (Wang et al., 2019b). Notably, the PCR verification in this study revealed that the rate of alternative splicing events of *NME4* in the experimental group increased compared with that in the control group, and the specific mechanism warrants further investigation. Low *NCOR2* mRNA expression is positively correlated with shorter OS in LUAD patients, and downregulating *NCOR2* promoted the expression of the tumor factors ELK1 and AXL (Alam et al., 2018). Here, we found that *EEF1D* was upregulated in human osteosarcoma. *EEF1D* knockdown inhibited the G2/M transition *in vitro* (Cheng et al., 2018). These findings suggest that FSCN1 may regulate cell-cycle changes by regulating the AS levels of these target genes in NSCLC.

Previous reports indicated that lncRNAs regulate FSCN1 translation through sponges such as miRNAs. For example, the lncRNA-UCA1 promotes the progression of the malignant phenotype of bladder cancer *via* the miR-145–FSCN1 pathway (Xue et al., 2016). In bladder cancer, ZEB1-AS1 regulated FSCN1 expression through miR-200b sponges (Gao et al., 2019). In esophageal cancer, the lncRNA–TTN–AS1 enhanced FSCN1 expression through miR-133b sponges (Lin et al., 2018). No reports have shown that lncRNAs directly interact with FSCN1 in NSCLC. We detected abundant levels of FSCN1 bound to lncRNAs (SNHG20 and NEAT1, NSD2, and FTH1). Previous research showed that SNHG20 is highly expressed in NSCLC and can interact with the enhancer of histone methyltransferase 2 to drive P21 expression, thereby inhibiting apoptosis and promoting tumor proliferation and invasion (Chen et al., 2017), suggesting that SNHG20 is closely associated with NSCLC. High NEAT expression promoted SULF1 expression by binding to miR-376b-3p, promoting tumor cell growth and apoptosis (Chen et al., 2020). NSD2 and FTH1 have not been previously reported in NSCLC.

This study has certain limitations as it did not investigate the function of FSCN1 in other LUAD and LUSC lines. Based on the findings of the present study, the mechanism underlying the role of FSCN1 in NSCLC warrants further investigation.

## Conclusions

Using RNA-seq technology, we demonstrated that FSCN1 regulates AS, which may regulate tumor proliferation by promoting the expression of cell-cycle-related genes. Our data provide global insights into the regulatory mechanisms mediated by FSCN1 and its target genes in lung cancer.

##  Supplemental Information

10.7717/peerj.16526/supp-1 Figure S1 Expression pattern and prognosis analysis of FSCN1 in multiple tumor and lung cancer samples (A) Box plot of FSCN1 expression levels (TPM) in 36 tumor types from TCGA database *p-value < 0.05, unpaired Student’s *t*-test. The abbreviations of these tumor types are presented in TCGA database (https://www.cancer.gov). (B) Violin plot showing the change in expression levels of FSCN1 across the four disease stages in samples from patients with LUAD. Statistical analyses were performed using the one-way ANOVA method. (C) The Kaplan –Meier plot showing the difference in prognosis between LUSC patients with high and low FSCN1 expression levels. Click here for additional data file.

10.7717/peerj.16526/supp-2 Figure S2 High FSCN1 expression was not correlated with the disease-free progression of lung squamous cell carcinoma and lung adenocarcinoma cases (*P* > 0.05). (A) Kaplan –Meier plot showing the disease-free progression difference between LUSC patients with high and low FSCN1 expression levels. (B) Kaplan–Meier plot showing the disease-free progression difference between LUAD patients with high and low FSCN1 expression levels. Click here for additional data file.

10.7717/peerj.16526/supp-3 Figure S3 Background expression of the FSCN1 protein in A549 cells was evaluated using western blotting Click here for additional data file.

10.7717/peerj.16526/supp-4 Figure S4 RT-qPCR and western blotting showed that FSCN1 expression was significantly decreased (A) The histogram shows the RT-qPCR results of NC and SI samples. Error bars represent mean ± SEM. (B–C) Western blotting results showed that the FSCN1 knockdown was successful. **P-value < 0.01 and ****P-value < 0.0001. NC, scramble siRNA (siNegative). SI-1, Si FSCN1-556.SI-2, Si FSCN1-1122.SI-3, Si FSCN1-1926. Click here for additional data file.

10.7717/peerj.16526/supp-5 Figure S5 FSCN1 regulates the expression levels of a large number of genes in A549 cells Bar plot showing the expression pattern and statistical difference of DEGs for specific key genes. Error bars represent mean ± SEM. ***P-value < 0.001. Click here for additional data file.

10.7717/peerj.16526/supp-6 Figure S6 Expression and survival curve of genes in patients with LUAD (A) Box plot showing the expression level of *IGFBP7*, *LBH*, *TFPI*, *KRT18*, *UBE2C,* and *UBE2S* in tumor and adjacent normal tissues of LUAD patients from TCGA based on the GEPIA2 database. (B) The survival curve representing outcomes associated with ACTG1, MCM7, KRT7, UBE2C and UBE2S expression in lung cancer based on data from TCGA database. Click here for additional data file.

10.7717/peerj.16526/supp-7 Figure S7 Reverse transcription qPCR validation of DEGs regulated by FSCN1 in cancer cells Black bars represent the control group, and grey bars represent FSCN1-silenced group. Error bars represent mean ± SEM. ***P-value < 0.001. ****P-value < 0.0001. Click here for additional data file.

10.7717/peerj.16526/supp-8 Figure S8 FSCN1 regulates the alternative splicing of genes associated with cell cycle in A549 cells (A) FSCN1 regulates alternative splicing of BCCIP. Left panel: IGV-sashimi plot showing the regulated alternative splicing events (RASEs) and binding sites across mRNA. The read distribution of RASE is plotted in the top panel, and the transcripts of each gene are presented in the bottom panel. Right panel: The schematics depicting the structures of ASEs. RNA-seq validation of ASEs is shown at the bottom of the right panel. Error bars represent mean ± SEM. ***P-value < 0.001. (B) FSCN1 regulates alternative splicing of DLGAP5. Left panel: IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. The read distribution of RASE is plotted in the top panel, and the transcripts of each gene are presented in the bottom panel. Right panel: The schematics depicting the structures of ASEs. RNA-seq validation of ASEs is shown in the bottom right panel. Error bars represent mean ± SEM. **P-value < 0.01. (C) FSCN1 regulates alternative splicing of WTAP. Left panel: IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. The read distribution of RASE is plotted in the top panel and the transcripts of each gene are shown below. Right panel: The schematics depicting the structures of ASEs. RNA-seq validation of ASEs are shown at the bottom of the right panel. Error bars represent mean ± SEM. **P-value < 0.01. (D) FSCN1 regulates alternative splicing of RECQL5. Left panel: IGV-sashimi plot showing the RASEs and binding sites across mRNA. The read distribution of RASE is plotted in the top panel and the transcripts of each gene are presented in the bottom panel. Right panel: The schematics depicting the structures of ASEs. RNA-seq validation of ASEs is shown at the bottom right panel. Error bars represent mean ± SEM. **P-value < 0.01. Click here for additional data file.

10.7717/peerj.16526/supp-9 Figure S9 FSCN1 bound long non-coding RNAs and regulated their expressionin A549 cells (A) FSCN1 binding peak genes of SNHG20. IGV-sashimi plot showing the peaks reads and binding sites across mRNA; the green and red panels represent the position of peaks. The read distribution of the bound gene is plotted in the top panel, and the transcripts of each gene are presented in the bottom panel. Click here for additional data file.

10.7717/peerj.16526/supp-10 Figure S10 High ACTG1 and KRT7 expression predicted poor prognosis in patients with LUAD (A) Kaplan –Meier plot showing the prognosis difference between LUAD patients with high and low ACTG1 expression levels. (B) Kaplan–Meier plot showing the prognosis difference between LUAD patients with high and low KRT7 expression levels. Click here for additional data file.

10.7717/peerj.16526/supp-11 Figure S11 FSCN1 binds to mRNA and regulates its alternative splicing (A) FSCN1 regulates alternative splicing of NCOR2. Left panel: IGV-sashimi plot showing the regulated alternative splicing events (RASEs) and binding sites across mRNA. The read distribution of RASE is plotted in the top panel, and the transcripts of each gene are presented in the bottom panel. Right panel: schematics depicting the structures of ASEs. RNA-seq validation of ASEs is shown at the bottom right panel. RNA-seq validation of ASEs is shown at the bottom right panel. Reverse transcription qPCR validation of ASEs regulated by FSCN1 in cancer cells; black bars denote the control group, and grey bars denote the FSCN1-silenced group. Error bars represent mean ± SEM. *P-value < 0.05, ***P-value < 0.001. (B) FSCN1 binding peak genes of NCOR2. IGV-sashimi plot showing the peaks reads and binding sites across mRNA, the green and red panels represent the position of peaks. The read distribution of the bound gene is plotted in the top panel, and the transcripts of each gene are presented in the bottom panel. Click here for additional data file.

10.7717/peerj.16526/supp-12 Figure S12 FSCN1 binds to mRNA and regulates its alternative splicing (A) FSCN1 regulates alternative splicing of NME4. Left panel: IGV-sashimi plot showing the regulated alternative splicing events (RASEs) and binding sites across mRNA. The read distribution of RASE is plotted in the top panel, and the transcripts of each gene are presented in the bottom panel. Right panel: schematics depicting the structures of ASEs. RNA-seq validation of ASEs is shown at the bottom right panel. RNA-seq validation of ASEs are shown at the bottom right panel. Reverse transcription qPCR validation of ASEs regulated by FSCN1 in cancer cells; black bars denote the control group, and grey bars denote the FSCN1-silenced group. Error bars represent mean ± SEM. * *P*-value < 0.05, ***P-value < 0.001. (B) FSCN1 binding peak genes of NME4. IGV-sashimi plot showing the peak reads and binding sites across mRNA; the green and red panels represent the position of peaks. The read distribution of the bound gene is plotted in the top panel, and the transcripts of each gene are presented in the bottom panel. Click here for additional data file.

10.7717/peerj.16526/supp-13 Table S1 Primer Information Click here for additional data file.

10.7717/peerj.16526/supp-14 Table S2 Sample Description Click here for additional data file.

10.7717/peerj.16526/supp-15 Supplemental Information 15 Original data of Figures 1–7 Click here for additional data file.

# Supplementary material for: Fascin actin-bundling protein 1 regulates non-small cell lung cancer progression by influencing the transcription and splicing of tumorigenesis-related genes
**Source:** PeerJ. 2023 Dec 5;11:e16526. doi: 10.7717/peerj.16526
**Supplement:** Table S1

| **Table S1 Primers Information** | |
| --- | --- |
| Gene | Sequence (5'-3') |
| hum-GAPDH-F | GGTCGGAGTCAACGGATTTG |
| hum-GAPDH-R | GGAAGATGGTGATGGGATTTC |
| FSCN1-F | AGGGGACTCAGAGCTCTTCC |
| FSCN1-R | TGCCTGTGGAGTCTTTGATG |
| UBE2S-F | CCTCTTGAGCACGTTGAC |
| UBE2S-R | AGGTCTGTTCCGCATGAA |
| KRT18-F | GCCTACAAGCCCAGATTG |
| KRT18-R | AGCTCCTCTCGGTTCTTC |
| KRT7-F | GGCTCCTGAAGGCTTATTC |
| KRT7-R | GACTGTCTCACTGTCTTGG |
| PDE3A-F | TACCAGAACAAATCTTTCCG |
| PDE3A-R | CCTGAGTCTCATGCCTTT |
| ACTG1-F | AGAATCGAGAATTGCGTACA |
| ACTG1-R | GAAAGTCCAAGCCGTAGG |
| NME4-AS-F | CTATAGGAAGGAGGGCCCTC |
| NME4-M-F | GGCTCACCTGGAGGGCCCTC |
| NME4-M/AS-R | CATCTTCATCCCCACCAGCGT |
| SGO1-M/AS-F | CCACTGCTGGGCTTGCTTTA |
| SGO1-AS-R | ACTCCTACCACTACACCACC |
| SGO1-M-R | CAAATAGAAGCTACACCACC |
| WTAP-M/AS-F | TTGCCCAACTGAGATCAACA |
| WTAP-AS-R | CATCAGGCCTCTATCAGGCG |
| WTAP-M-R | CCCTGTTTGGCTATCAGGCG |
| EEF1D-M/AS-F | TCTGCTCGTAGAATCTCCTTT |
| EEF1D-AS-R | TGAGACCCAACAGAAAAATG |
| EEF1D-M-R | TTAGACGCTACAGAAAAATG |
| NCOR2-M/AS-F | CACTGAGGAGACAGAGGGTGGC |
| NCOR2-M-R | TCACCTCGCCAGGTGGCGGC |
| NCOR2-AS-R | TCACCGGAACAGGTGGCGGC |

# Supplementary material for: Fascin actin-bundling protein 1 regulates non-small cell lung cancer progression by influencing the transcription and splicing of tumorigenesis-related genes
**Source:** PeerJ. 2023 Dec 5;11:e16526. doi: 10.7717/peerj.16526
**Supplement:** Table S2

| **Table S2 Sample Description** | | |
| --- | --- | --- |
| Sample ID | Sample name | Sample Description |
| 1 | NC-1 | the scramble (NC) siRNA |
| 2 | NC-2 |  |
| 3 | NC-3 |  |
| 4 | Si 1-1 | Si FSCN1-556 |
| 5 | Si 1-2 |  |
| 6 | Si 1-3 |  |
| 7 | Si 2-1 | Si FSCN1-1122 |
| 8 | Si 2-2 |  |
| 9 | Si 2-3 |  |
| 10 | Si 3-1 | Si FSCN1-1926 |
| 11 | Si 3-2 |  |
| 12 | Si 3-3 |  |

How the deposited data were processed for this re-analysis (not part of the article)

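The data were peak lists of the FSCN1 iRIP-seq experiment in A549 cells, 1 list for each of the 2 IP replicates. The 2 input samples were not analysed here. According to the methods, the authors aligned the reads to GRCh38 with HISAT2, kept unique alignments, removed PCR duplicates and called peaks with ABLIRC and Piranha. The annotation is stated as version 38 (Ensembl release 104). The lists hold regions on a grid of 50-bp bins with a signal and a p-value for each region and strand, which is the layout of a Piranha table. The signal is the mean number of read tags per bin as the authors deposited it, whole in single-bin regions, and it was not scaled to library size. The p-value of each region is the authors', and some are listed as 0. The fold over input of 4 that the methods describe for ABLIRC peaks is not given in the lists, and neither is a maximum depth, so the tags took the place of the fold in ranking, naming and filtering peaks.

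From there, peaks were counted, and each peak was given the annotated feature that covers most of it in the authors' lists. The reference was the GRCh38 genome with GENCODE 44, a different release from the one the methods state, and all gene identifiers of the lists were found in it. Positions of the 45S rRNA units on chromosome 21 were taken from RefSeq. Structural RNA genes were defined as genes of rRNA, snRNA, snoRNA, scaRNA, 7SL, 7SK and mitochondrial RNAs with their annotated copies. A position was defined as the merged region of overlapping peaks of either strand. The genes named in the text are the genes that the paper names for the iRIP-seq data, apart from a result that is not reported here, FSCN1, the 5 peaks with the most tags in each replicate, and the 5 with the largest mean tags among peaks shared between the replicates. This rule was set before the data were examined, as were the design of each test and the alternatives, apart from those described as chosen later. Other genes and positions (the lists of shared genes and of RASGs, and the examples of sequences that resemble structural RNAs) were chosen after their values were seen.

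Shared peaks were tested with 10000 random placements of the peaks of replicate 2 in the genes they lie in, or anywhere on their chromosome for intergenic peaks, one-sided, with an overlap of at least 1 bp on the same strand. Correlations across shared peaks were tested with 100000 random pairings, two-sided. GC content was tested per replicate with 10000 random sign flips over genes, two-sided, against 100 windows per peak. Hexamers were tested with Fisher's exact test on peaks with and without each hexamer, adjusted by the Benjamini-Hochberg method. With 2 replicates of 1 condition, no groups were compared. The depth of the libraries is unknown from the lists, so tags carry exact Poisson 95% intervals and shares Wilson 95% intervals.

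Alternatives set before the data were examined were peaks with more tags than the median of the list, peaks outside structural RNA genes, a reciprocal overlap of 50%, overlap on either strand, placement anywhere on the chromosome, counting the peaks of replicate 2, peaks weighted by length, windows from exons or from the chromosome, the central 100 bp, windows matched on GC content, and each replicate left out. Chosen after seeing the data were counting each position once, leaving out structural RNA genes for region shares, hexamers and RASGs and together with exon windows for GC content, placement in bins wholly inside the gene, sharing among peaks with a gene, correlation over 1 same-strand pair per position, and the alternatives for the number of genes with a peak in either replicate and for the peaks of each named gene.

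The tests were tested on simulated data made from the 347 peaks with a gene. Without an effect, the GC test passed the threshold of 0.05 in 2 of 20 runs, and with GC content raised by 10 percentage points it recovered 9.51. The hexamer test called 0 hexamers in 5 runs without an effect and recovered 10 of 10 planted hexamers. Each simulated peak was drawn independently, so these runs lack the peaks over identical regions on both strands that the lists hold. They cannot show how often the hexamer test calls falsely with such peaks. The placement test passed in 1 of 20 runs when simulated peaks were drawn from the grid bins that overlap each gene, as the test draws them. It passed in 19 of 20 runs when simulated peaks lay wholly inside genes, so its p-value can be too small for peaks in short genes. A first version of this simulation, which also placed peaks wholly inside genes, had failed in the same way and was replaced by the former. Placement in bins wholly inside the gene passed in 0 of 20 runs on the latter peaks. On the data it is not a stricter test, because 15 of 147 peaks with a gene in replicate 1 and 17 of 200 in replicate 2 reach beyond an end of their gene, where such placements do not fall.

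Sequence similarity was searched with blastn 2.17.0 over each position with 50 bp on either side, keeping alignments of at least 40 bp at 85% identity. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, numba 0.67.0, matplotlib 3.10.9 and samtools 1.23.1. Overlap with the DEGs was left out because the copy of that list used here held 1997 genes against the paper's 2851.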

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

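The tests of nested structural RNA genes, of sequence similarity in host genes and of the tags of shared peaks between the replicates were chosen only after the result was seen, and the test of similarity over all genic positions was judged undecided, and given more random windows, after its first result. No biological explanation was tested, since the design holds 1 cell line and 1 condition and the input was not analysed here.

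On chromosome 21 below 9 Mb lay 79 peaks of IP replicate 1, between 8206951 and 8988450, and 85 peaks of IP replicate 2, between 8206301 and 8988200. They stand out because the paper discusses no signal in this region, where the 45S rRNA units lie. The units themselves held 46 (25.4%) and 51 (21.4%) peaks. A candidate explanation was that the authors' filter on unique alignments left reads at the few places where the near-identical units differ. Over the 90 peak bins of the units, 5.20% of the 150-base sequences occurred once in the 194 sequences of the genome searched. Over all 797 bins of the units it was 6.44% (permutation test, one-sided, p = 0.705). This cannot decide the question, because single 150-base sequences were scored, whereas a read pair can be placed by its mate outside the bin. In 81 of the 90 bins no 150-base sequence was unique, whereas the mean over the other peak bins was 75.4%. How reads came to be placed in those 81 bins stays open, because the reads were not analysed here. That abundant rRNA was carried into the precipitate without binding FSCN1 also stays open, untested, since it needs the input.

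In replicate 2, the peak with the most tags, 170, lay opposite to a U2 snRNA gene, and a peak of 160 tags lay in an intergenic part of chromosome 14. Neither is discussed in the paper, and neither had an overlapping peak in replicate 1. In all, 11 peaks of replicate 2 without an overlapping peak of replicate 1 on either strand had more than 70.5 tags, the most in replicate 2 of a peak shared on the same strand. Across strands, the position 8259301 to 8259350 on chromosome 21 had 9 tags in replicate 1 and 169 in replicate 2, so tags of a shared place can also differ widely between the replicates. A deeper library in replicate 2 could give such peaks, but the tables argue against it. The median log2 ratio of tags between replicate 2 and replicate 1 over the 47 shared peaks was -0.40 (bootstrap 95% interval -0.59 to -0.17), while a log2 ratio of 3.36 would be needed to hide the smallest of the 11 below the lowest tags listed in replicate 1. Other differences between the replicates, such as the amount of snRNA or 7SL RNA in the precipitate, stay open, untested. The tags were not scaled to library size, and the median holds for the shared peaks alone.

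The ANKRD30BL peak of 61 tags in replicate 1, on chromosome 2 at 132255501 to 132255550, was the tallest of that replicate outside chromosome 21. It stands out because the paper does not discuss this gene and the position is shared by the replicates, with a mean over the strands of 60.5 and 45.5 tags. Its sequence resembles the 45S precursor (87.7% identity over 211 bp), as the chromosome 14 position resembles 7SL RNA (86.5% over 126 bp) and positions in CREBBP, YJU2 and PPP5C resemble U2 snRNA. A candidate explanation for peaks outside the 45S units was therefore that they hold reads of structural RNAs. Over all genic positions outside the units, 24.8% of 153 resembled a structural RNA, against 26.3% of random windows of the same genes (permutation test, one-sided, p = 0.755). Whether structural RNAs are the source of these peaks cannot be told apart by this test, because for 16 positions every window resembled one, and because 7SL resembles the many Alu repeats. Of the 38 intergenic positions outside the units, 32 resembled a structural RNA, which goes the other way, and these were not compared with random windows. Outside annotated structural RNA genes, 10.9% of 128 genic positions resembled one against 17.9% of windows (permutation test, one-sided, p = 0.994). In host genes and without 7SL, 13.4% of 134 positions resembled an rRNA, snRNA, snoRNA or scaRNA against 11.6% of windows (permutation test, one-sided, p = 0.277), which argues against similarity as the source of most of these peaks, since the other 86.6% resembled none. For nested genes the result was the opposite. Of the 134 positions, 8 lay in a structural RNA gene nested in the host gene, against a mean of 1.08 of random positions (permutation test, one-sided, p = 0.0001, the smallest they can give). These 8 positions are in CSKMT, EP400, RPS2, CCDC200, SNHG20, ODC1 and EDA, and their tags may come from the nested RNA and not from the host. For the ANKRD30BL position itself these tests leave both sources open.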

How the results depend on the processing

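Counting each position once, leaving out structural RNA genes for region shares, hexamers and RASGs, placement in bins wholly inside the gene, restriction to peaks with a gene, 1 same-strand pair per position, and the alternatives for the genes in either replicate and for single genes were chosen only after the result was seen. No paired analysis was possible because the lists are of 1 condition, and the input replicates with the same numbers were not analysed here.

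Of the values that answer a comparison, 38 kept their direction and their side of the threshold, or moved by less than 1.5 times or their interval, 19 moved by more and 2 became weaker. None reversed. Among single regions and genes, 75 kept their value in that sense and 21 moved.

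With the lists restricted to peaks with more tags than the median, there were 84 peaks in replicate 1 and 93 in replicate 2, 27 shared peaks and 9 genes in both replicates, as fewer peaks were compared. The intergenic share rose to 26.2% in replicate 1 and 26.9% in replicate 2, and the cause was not tested. Outside structural RNA genes, replicate 1 had 118 peaks, 29 peaks were shared, and the intergenic share was 28.8% in replicate 1 and 23.1% in replicate 2, as nearly all peaks removed were genic. Requiring peaks of a gene to overlap gave 12 genes in both replicates.

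The excess of shared peaks held under every alternative run (p = 0.0001, the smallest the permutations can give). Intergenic peaks were placed on the whole chromosome, which makes overlap by chance rare, and the test passed too often on simulated peaks wholly inside genes. Among peaks with a gene, 29 were shared, against a mean of 3.37 and at most 10 of the placed peaks. Among peaks with a gene outside structural RNA genes, 11 were shared, against a mean of 0.967 and at most 4. Those 11 include peaks in NEAT1, YJU2, PPP5C and ANKRD30BL whose sequences resemble a structural RNA without lying in an annotated gene of one. The shared part also fell, from 26.0% of all peaks to 19.7% of those with a gene and 13.1% of those with a gene outside structural RNA genes, so the smaller lists alone do not account for these counts. Sharing was more frequent among intergenic peaks and peaks of structural RNA genes. With placement in bins wholly inside the gene, a mean of 1.99 and at most 8 overlapped against 47. This mean lies below the 3.38 of the placement used, since some peaks reach beyond an end of their gene, so this setting was not a stricter one. The correlation of tags did not pass the threshold with each position counted once, with a rho of 0.240 (permutation p = 0.124) and an r of 0.256 (permutation p = 0.1). That setting also pairs peaks of opposite strands. With 1 same-strand pair per position, rho was 0.377 (permutation p = 0.022) and r was 0.469 (permutation p = 0.00435), so counting mirrored peaks as separate pairs was not what carried it past the threshold. Outside structural RNA genes, rho was 0.631 (permutation p = 0.00023).

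The higher GC content of peaks held under every alternative run per replicate, between 4.14 and 17.9 percentage points, and between 6.69 and 7.37 with 1 replicate left out. A later test in 48 protein-coding genes, against windows at a similar place along the transcript, gave a smaller difference of 2.98 percentage points. The alternative of the central 100 bp changes nothing but the few peaks longer than that and says little. The number of hexamers past the threshold in both replicates was 36 against exon windows, and the cause was not tested. It was 0 in the other alternatives that used both replicates, and from 4 to 19 with 1 replicate left out, since those count a single list. The exon setting was not combined with counting each position once or with leaving out structural RNA genes. The number of peak genes among the RASGs was 4 with a peak in both replicates and from 12 to 13 with 1 replicate left out, which follows from fewer genes. Most peaks of the genes named in the paper have from 6 to 17 tags, so the depth limits what can be said of a gene that lacks a peak in 1 replicate.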

Differences from the paper's values

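The alternatives that leave out structural RNA genes or count each position once for region shares, and those for the number of genes with a peak in either replicate, were chosen only after the result was seen. The region shares of the paper come from its numbers behind Fig. 5C, whose legend speaks of FSCN1-bound peaks and which add up to 543867 for IP replicate 1 and 479244 for IP replicate 2, against the 181 and 238 peaks analysed here. At these sizes, the shares set side by side need not count the same thing.

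The paper's number of genes among both the peak genes and the RASGs is 72, and the lists analysed here gave 21. None of the alternatives set before the data were examined closed the gap, with 4 genes for a peak in both replicates, 12 without replicate 2 and 13 without replicate 1. The paper gives more than 1 list of peak genes. Its list for Fig. 7A holds 281, its list for Fig. 6A holds 242 entries with 206 distinct names, and the lists together hold 454 genes. Against the list for Fig. 7A, 121 genes had a peak in either replicate here. No alternative for this number was set before the data were examined, and those added after the values were seen did not close the gap, with 40 genes for peaks with more tags than the median and 90 outside structural RNA genes.

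For IP replicate 1, the paper's intergenic share is 41.38% against 18.8% here. Neither peaks weighted by length (19.4%) nor peaks with more tags than the median (26.2%) closed the gap, while the share outside structural RNA genes, chosen after seeing the values, was 28.8%, within 1.5 times of the paper's value. For IP replicate 2, the paper's share is 39.95% against 16.0% here. Peaks with more tags than the median gave 26.9%, within 1.5 times of the paper's value, while weighting by length (16.5%) and, chosen after seeing the values, leaving out structural RNA genes (23.1%) did not close the gap.

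The paper's share for antisense regions is 5.95% in IP replicate 1 and 6.96% in IP replicate 2, against 42.0% and 39.9% of peaks opposite to a gene here. The alternatives set before the data were examined did not close these gaps, with 42.9% and 40.2% by length and 40.5% and 39.8% for peaks with more tags than the median. Counting each position once, chosen after seeing the values, gave 28.6% and 22.8%.

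The paper's intronic share is 33.43% in IP replicate 1 and 31.79% in IP replicate 2, against 18.8% and 20.2% here. For peaks with more tags than the median the shares were 23.8% and 23.7%, both within 1.5 times of the paper's, and with each position counted once, chosen after seeing the values, 24.8% and 27.5%, also within 1.5 times. Weighted by length they were 18.9% and 21.1%, and the gaps remained. Leaving out structural RNA genes, also chosen after seeing the values, widened them, with 8.47% and 12.5%.

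In 5'UTRs of IP replicate 1, the paper's share is 1.35% against 3.87% here. It was 2.38% for peaks with more tags than the median, which differed from the paper's by less than the SD of the replicates, and 3.57% weighted by length, which differed by more than that SD. In 3'UTRs of IP replicate 2, the paper's share is 2.68% against 0.840% here. It was 0 for peaks with more tags than the median and 0.752% weighted by length, and neither closed the gap.

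The paper reports strong binding of NSD2 and proposes that FSCN1 may bind KRT7, PDE3A and NME4. The lists analysed here held 0 peaks in each of these genes, whereas the paper has all of them among its 281 peak genes. The paper's peak coordinates do not follow the 50-bp bins of these lists, so another caller may have made the paper's peaks. Absence of a peak here therefore need not contradict binding. SNHG20 and ACTG1 had peaks in replicate 2 alone, and EEF1D had its peak in replicate 1 alone. The ACTG1 peaks lay opposite to the gene, but the tags of these lists may not keep the strand of the RNA. The motifs in Fig. 5D are GC-rich, and 0 hexamers passed the threshold in both replicates here (76 at an unadjusted p under 0.05), while 36 did against exon windows. Of the 20 peaks that the paper gives with coordinates for its read plots, 4 overlapped a peak of the same replicate analysed here, 3 of them in FTH1. The fourth, on its sheet for ACTG1, lies in SCARNA16 and SNHG20.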

Other observations

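The test of the strand of the peaks was chosen only after the result was seen, and the test of GC content at matched places was chosen after the GC content and the places of the peaks along mRNAs were known. No biological explanation was tested.

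In replicate 1, 48 of 133 positions (36.1%, interval 28.4 to 44.5) had a peak on both strands, and in replicate 2, 67 of 171 (39.2%, interval 32.2 to 46.7). Of the identical regions, 21 of 46 in replicate 1 and 28 of 60 in replicate 2 also had equal tags on both strands. The tables argue against genes on both strands as the source, since 3.67% of the 109 positions of both replicates with a peak on each strand (interval 1.44 to 9.06) had a gene annotated on each strand. For positions in protein-coding genes outside structural RNA genes, on 1 or both strands, they argue against genomic DNA as the main source. There, 88.2% of 110 positions overlapped an exon, against 37.0% of random positions in the same genes (permutation test, one-sided, p = 0.0001, the smallest they can give). Positions with a peak on both strands were not tested on their own, nor were intergenic and structural RNA positions. Where genes of 1 strand only are annotated, 49.3% of 335 peaks (interval 43.9 to 54.6) lay on the strand of the gene, which is consistent with tags that do not keep the strand of the RNA, for example where both mates of a read pair are counted. The paper's read plots in Figs. 5E and 5F draw most reads of NSD2 and FTH1 on 1 strand, so such a loss may concern these lists and not the libraries.

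In 48 protein-coding genes with a peak in an exon of the main transcript, the mean relative place of the peaks was 0.299 (median 0.238), where 0 is the 5' end and 1 the 3' end, and it was below 0.5 in 40 genes (permutation test, one-sided, p = 0.0001, the smallest they can give). This fits the hypothesis, set before its test, that peaks lie nearer the 5' end. The places of the input reads were not analysed here, so whether this holds for the library as a whole is not known.

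The higher GC content of peaks was set against technical explanations. Peaks in structural RNA genes are argued against as the whole source, since without them the difference was 8.70 and 8.20 percentage points (permutation p = 0.0001 each). Exons with more G and C than introns are argued against as the whole source, since against exon windows 4.14 (permutation p = 0.0042) and 5.24 percentage points (permutation p = 0.0001) remained. A place near the 5' end, where G and C are common, may account for part of it. In the 48 genes above, the difference was 6.24 percentage points against all exon windows and 2.98 against windows within 10% of the same place along the transcript, where 31 of 48 genes were higher (permutation test, two-sided, p = 0.0012). GC bias of amplification and of sequencing stays open, untested, since the input was not analysed here.

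Of the 42 positions shared by the replicates on either strand, 12 lay in the 45S units, 16 elsewhere on chromosome 21 below 9 Mb, and 10 elsewhere at a sequence that resembles a structural RNA, among them NEAT1. The remaining 4, which were singled out after their values were seen, resembled none. They lay in RPLP0 on chromosome 12 (120199301 to 120199350, 10 and 7 tags), in an intergenic region of chromosome 19 (46296101 to 46296200, 13 tags in each replicate), in RPL3 on chromosome 22 (39318351 to 39318400, 7 and 6 tags) and in UCHL1 on chromosome 4 (41257101 to 41257150, 9 and 8 tags). The RPL3 peak lay opposite to the gene in replicate 1 and on both strands in replicate 2. The UCHL1 peak lay opposite to the gene in replicate 1 and on its strand in replicate 2.

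Of the 20 peaks that the paper gives with coordinates, 3 lie in a structural RNA gene: both NSD2 peaks (at 1974641 to 1974766 and 1974643 to 1974768 on chromosome 4) in SCARNA22, which spans 1974636 to 1974760, and the SNHG20 position in SCARNA16. A further count is that 4 of the 20 lie outside the gene their sheet names, 3 on the sheet for ACTG1 and 1 on the sheet for KRT7. FSCN1 itself is in the paper's list of 281 peak genes, and no peak lay in it here.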
